# LncRNA ENSMUST00000155383 is Involved in the Improvement of DPP-4 Inhibitor MK-626 on Vascular Endothelial Function by Modulating Cacna1c-Mediated Ca^2+^ Influx in Hypertensive Mice

**DOI:** 10.3389/fmolb.2021.724225

**Published:** 2021-07-23

**Authors:** Yi Zhang, Na Tan, Yi Zong, Li Li, Yan Zhang, Jian Liu, Xiaorui Wang, Wenwen Han, Limei Liu

**Keywords:** calcium, endothelial function, glucagon-like peptide-1, hypertension, long noncoding RNA

## Abstract

**Objective:** This study investigated the protective effects of dipeptidyl peptidase-4 inhibitor MK-626 on vascular endothelial function by regulating lncRNAs in hypertensive vasculature.

**Methods:** Angiotensin Ⅱ (Ang Ⅱ)-loaded osmotic pumps were implanted in mice with or without MK-626 administration. GLP-1 levels in plasma were measured by ELISA. Aortic rings were suspended in myograph for tension measurement. Microarray was performed to analyze lncRNA and mRNA expression profiles. Protein expression and phosphorylation were examined by Western blot. The differentially expressed (DE)-genes were validated by qRT-PCR. The intracellular Ca^2+^ concentration was detected by laser confocal system.

**Results:** MK-626 elevated plasma GLP-1 level, increased eNOS phosphorylation, improved endothelium-dependent relaxations, and reduced systolic blood pressure in Ang Ⅱ-induced hypertensive mice. Microarray revealed the dysregulations of 723 lncRNAs and 742 mRNAs were reversed by MK-626 in hypertensive mouse aortae. qRT-PCR validation showed that 13 DE-lncRNAs and eight dysregulated mRNAs in both hypertensive mouse aortae and mouse aortic endothelial cells (MAECs) were rescued by MK-626. Among them, four mRNAs (*Cacna1C*, *Itgav*, *Itga8*, and *Npnt*) were co-expressed with lncRNA ENSMUST00000155383. Cacna1C protein expression was reduced in the ECs but was elevated in smooth muscle cells from Ang Ⅱ-infused mice, which were both reversed by MK-626. Knockdown of lncRNA ENSMUST00000155383 suppressed the increased Cacna1c protein and mRNA expression, elevated Ca^2+^ level, and enhanced eNOS phosphorylation induced by MK-626 in the hypertensive mouse ECs.

**Conclusion:** The dysregulations of lncRNA ENSMUST00000155383-associated genes might play crucial roles in hypertension-induced endothelial dysfunction through affecting calcium pathway. MK-626 might ameliorate endothelial dysfunction by upregulating lncRNA ENSMUST00000155383, enhancing Ca^2+^ concentration, and subsequently restoring eNOS activity in hypertension.

## Introduction

Hypertension is one of the most common diseases threatening to human health and is the main risk factor of cardiovascular complications (Li et al., 2017). Endothelial dysfunction is a hallmark of vascular injury in hypertension. The sustained hypertension can damage the functional properties of vascular endothelial cells and result in decreased bioavailability of endothelium-derived nitric oxide (NO), leading to endothelial dysfunction (Konukoglu and Uzun, 2017; Zhao et al., 2019). Meanwhile, endothelial dysfunction is the crucial and initial step in vascular events in hypertension. Thus, the improvement of vascular endothelial function has become a new therapeutic strategy for hypertension-related cardiovascular diseases.

MK-626, a novel dipeptidyl peptidase-4 (DPP-4) inhibitor, is an analog of des-fluoro sitagliptin and plays an important role in controlling glycemia by inhibiting the inactivation and degradation of glucagon-like peptide-1 (GLP-1) and restoring pancreatic β cell secretory function (Liu et al., 2016; Scott, 2017). In recent years, emerging evidence suggests that GLP-1 and related agents exert protective effects in the cardiovascular system (Ban et al., 2008; Kodera et al., 2011). Elevation of GLP-1 by DPP-4 inhibition protects rats against pulmonary vascular and right ventricular remodeling in pulmonary hypertension (Wang et al., 2019). GLP-1 analog liraglutide ameliorates endothelial dysfunction through reducing oxidative stress and prohibiting endothelial nitric oxide synthase uncoupling in angiotensin Ⅱ (Ang Ⅱ)-induced hypertensive mice (Helmstädter et al., 2020). Our previous studies demonstrate that sitagliptin improves endothelial function by restoring NO bioavailability in the renal arteries of spontaneously hypertensive rats (SHRs) (Liu et al., 2012; Liu et al., 2014). However, the molecular mechanisms whereby GLP-1 and its analogues improve vascular endothelial function in hypertension remain largely unknown.

Long non-coding RNAs (lncRNAs), a class of non-coding regulatory RNAs with a length of more than 200 nucleotides, are rapidly emerging as a potential drug therapeutic target (Mercer et al., 2009). LncRNAs regulate gene expression at the transcriptional and post-transcriptional levels and rarely encode proteins (Noh et al., 2018), which play a crucial role in epigenetic control (Muers, 2011) and have arisen as key players in cardiovascular diseases, such as hypertension (Rafiee et al., 2018). One study reveals that lncRNA sONE is markedly increased in renal vascular endothelial cells of high-salt diet-induced hypertensive rats (Zhang et al., 2015). LncRNA AK094457 is significantly upregulated in SHR aortic endothelial cells and aggravates Ang Ⅱ-mediated endothelial dysfunction (Zhuo et al., 2019); while knockdown of lncRNA AK094457 alleviates Ang Ⅱ-induced vascular endothelial cell injury (Xu et al., 2020).

The present study aimed at investigating whether GLP-1 elevation by MK-626 protects against vascular endothelial dysfunction by modulating lncRNA expression profile in the aortae from hypertensive mice, thus providing a therapeutic profile of GLP-1 and its agents against hypertension.

## Methods and Materials

### Animals and Drugs

Male C57BL/6J mice (8–10 weeks old) were purchased from Experimental Animal Center of Peking University Health Science Center. All the experimental protocols in this study were approved by Animal Experimentation Ethics Committee of Peking University Health Science Center and were in accordance with the Guide for the Care and Use of Laboratory Animals of the US National Institutes of Health (NIH Publication, 8th Edition, 2011). All mice were subcutaneously implanted osmotic minipumps for Ang Ⅱ (1 mg/kg/day, Tocris Bioscience, Bristol, United Kingdom) or PBS delivery under ketamine/xylazine anesthesia (75 and 6 mg/kg body weight) and then received MK-626 (Merck, United States) administration (3 mg/kg/day) or vehicle for 2 weeks. Exendin-4 and exendin 9–39 were purchased from Sigma-Aldrich Chemical (St Louis, MO, United States).

### Blood Pressure Measurement

Systolic blood pressure of mice was measured by the tail-cuff method before and after Ang Ⅱ with or without MK-626 administration for 2 weeks. Blood pressure was calculated from the average of three to five successive recordings.

### Measurement of GLP-1 in Plasma

Mice were sacrificed by CO_2_ suffocation and then plasma was collected. GLP-1 levels in plasma were measured by Glucagon-Like Peptide-1 (Active) ELISA kit (Linco Research, Inc, United States) according to the manufacturer’s instruction.

### Aorta Preparation and Functional Assay

Aortae of mice were removed and then placed in ice-cold Krebs solution (mmol/L): 119 NaCl, 25 NaHCO_3_, 4.7 KCl, 1.2 KH_2_PO_4_, 2.5 CaCl_2_, 1 MgCl_2_, and 11 D-glucose. Aortae were cleaned of adhering tissues and cut into ring segments with a length of ∼2 mm. Each aortic ring was suspended in wire myograph (Danish Myo Technology, Aarhus, Denmark) for recording of changes in isometric tension. Each ring was initially contracted by 60 mmol/L KCl. Endothelium-dependent relaxations to acetylcholine (ACh, 0.003–10 μmol/L) were detected in the rings pre-contracted with phenylephrine (Phe, 1 μmol/L). After washing 4 times, the rings were incubated with NG-nitro-L-arginine methyl ester (L-NAME, 100 µmol/L) for 30 min. Then endothelium-independent relaxations to sodium nitroprusside (SNP, 0.001–10 μmol/L) were examined after pre-contracting with Phe. ACh, L-NAME, SNP, and Phe were purchased from Sigma-Aldrich Chemical (St Louis, MO, United States).

### Western Blot Analysis

Isolated aortae, aortic endothelial cells, and smooth muscle cells from mice were homogenized in RIPA lysis buffer (1 μg/ml leupeptin, 5 μg/ml aprotinin, 1 mmol/L sodium orthovanadate, 1 mmol/L sodium fluoride, 100 μg/ml PMSF, 1 mmol/L EGTA, 1 mmol/L EDTA, and 2 μg/ml β-glycerolphosphate) for 30 min, and centrifuged at 12,000 rpm for 20 min at 4°C. Protein lysates (10 μg) were subjected to electrophoresis and transferred to PVDF membrane (Millipore, MA, United States). Blots were blocked with 5% nonfat milk or 1% bovine serum albumin for 1 h and incubated with various primary antibodies overnight at 4°C. The anti-phospho-eNOS (Ser^1177^) and anti-eNOS antibodies were purchased from Cell Signaling Technology (Beverly, MA, United States). Antibody against GAPDH and Cacna1C were from Bioworld Technology (Louis Park, MN, United States). Antibody against β-actin was from Biodragon Technology (Beijing, China). After washing, blots were incubated with HRP-conjugated swine anti-rabbit or anti-mouse IgG. Immunoreactive bands were visualized by ECL reagents (Biodragon, Beijing, China) and imaged with image Lab (Bio-Rad Laboratories, Inc, United States).

### RNA Extraction and LncRNA Microarray

Total RNA was extracted from fresh aortae using TRizol reagent (Invitrogen, CA, United States). The RNA concentration and quality were measured using a Nano Drop ND-1000 (Thermo, MA, United States). The standard denatured agarose gel electrophoresis was used to estimate RNA integrity. Microarray analysis was carried out by KangChen Bio-tech (Shanghai, China). This experiment adapted the Arraystar Mouse LncRNA Microarray Version 3.0. Sample preparation and microarray experiments including labeling and hybridization were carried out according to the manufacturer's protocol.

### Microarray Data Analysis

The acquired array images were analyzed by Agilent Feature Extraction software (version 11.0.1.1). The GeneSpring GX v12.1 software package (Agilent Technologies) was adapted to manipulate quantile normalization and succedent data processing. Differentially expressed (DE)-lncRNAs and mRNAs were selected with a fold change >2 and *p* value < 0.05. Volcano plot filtering was used to identify DE-lncRNAs and DE-mRNAs. Hierarchical Clustering was performed to discriminate the expression patterns of DE-lncRNAs and DE-mRNAs. These sequence data in the present study have been submitted to the NCBI GenBank databases under accession number GSE165561 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165561)

### Primary Culture of Mouse Aortic Endothelial Cells (MAECs)

Mice were anesthetized with an intraperitoneal injection of ketamine/xylazine. The aortae were placed in DMEM, cleaned of adhering tissues, and then cut along the longitudinal axis. After digestion by 0.2% collagenase type IA for 8 min at 37°C, DMEM (10% FBS) was added and cells were collected by centrifugation at 1,000 rpm for 5 min. Next, the pellet was gently resuspended in DMEM supplemented with 20% FBS and cultured in a 60 mm cell culture dish for 45 min incubation at 37°C. Then, medium was changed by EGM supplemented with bovine brain extract (Lonza, Walkersville, MD) and 10% FBS to remove other cell types. The cells were maintained until 80% confluence.

### Primary Culture of Mouse Aortic Smooth Muscle Cells (SMCs)

After removed adhering tissue, the isolated aortae were cut along the longitudinal axis. The vascular intima was carefully wiped with ophthalmic forceps to scrape off vascular endothelium. Next, the aortae were cut into tissue blocks of approximately 1 mm × 1 mm, evenly planted on the bottom of the 35 mm cell culture dish, and then placed in the cell incubator with 5% CO_2_ at 37°C. After the tissue blocks were firmly attached to the bottom of the dish, 2 ml DMEM containing 20% FBS was slowly added and the tissue blocks were placed in the incubator. The medium was changed every 3 days and the cells were maintained until 80% confluence before use.

### Quantitative Real-Time PCR Validation

RNA from aortae or endothelial cells was reversely transcribed into cDNA using NovoScript® 1st Strand cDNA Synthesis Super Mix (Novoprotein, Shanghai, China). Quantitative real time polymerase chain reaction (qRT-PCR) was carried out by Thermo Fisher Piko real-time PCR system using SYBR® qPCR Super Mix (NovoStart®, Shanghai, China). All experiments were conducted at least 3 times. The 2^-ΔΔCt^ method was used to evaluate the lncRNA or mRNA expressions and the calculation was normalized to GAPDH expression. All primers were listed in supplementary Table 1 (lncRNAs) and supplementary Table 2 (mRNAs).

### GO and KEGG Pathway Analyses

Gene ontology (GO) (http://www.geneontology.org) is a comprehensive resource in molecular and cellular biology for cataloguing gene function, which covers three aspects including cellular components (CC), molecular functions (MF), and biological processes (BP). Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) analysis is a database resource for interpreting the functional meanings to genes and genomes and analyzing the related pathways. GO enrichment and KEGG pathway analyses, therefore, were performed to identify the functions of differentially expressed genes in this study.

### Coding-Noncoding Co-Expression Analysis

The coding-noncoding gene co-expression network (CNC) was constructed to identify the interactions between differentially expressed lncRNAs and their co-expressed mRNAs. A hybrid hierarchical clustering algorithm was performed to analyze the relationship between lncRNA and mRNA and to calculate the Pearson correlation coefficient (PCC) of each pair. The lncRNA-mRNA pairs with a PCC >0.90, *p* value ≤ 0.05, and false discovery rate (FDR) ≤ 1 were identified and chosen to construct a network. The network was drawn using Cytoscape software (Version 3.6.0). GO and KEGG analyses were further performed for targeted-mRNAs to characterize the CNC network fully.

### Transfection Condition

Small interfering RNA (siRNA) targeting lncRNA ENSMUST00000155383 and negative control (NC) were obtained from HanBio (Shanghai, China). Endothelial cells were seeded in 6-well plates at 60–70% confluence and transfected with ENSMUST00000155383 siRNA (100 nmol/L) or corresponding NC by using Lipofectamine RNAiMax reagent (Invitrogen, CA, United States). Cells were collected for various measurements 48 h after transfection.

### Measurement of Cytosolic Ca^2+^ Concentration

MAECs seeded on the confocal dish were loaded with 5 μmol/L Ca^2+^ fluorescence probe Fluo-4/AM (Invitrogen, CA, United States) for 40 min at 37°C in normal physiological saline solution (NPSS, mmol/L): 140 NaCl, 1 CaCl_2_, 5 HEPES, 5 KCl, 1 MgCl_2_·6H_2_O, and 10 D-Glucose. Cells were then washed 3 times with NPSS and incubated for further 20 min at room temperature. Fluorescence images were captured by using a confocal microscope (Leica, German) with excitation at 488 nm and emission at 505–530 nm. Data from 80 individual cells were collected each group.

### Statistical Analysis

All data were analyzed with IBM SPSS Statistics 24.0 software. Differential expressions of lncRNAs and mRNAs were compared by one-way ANOVA within the three groups. GO and KEGG pathway analysis were evaluated using Fisher’s exact test. All values were presented as the mean ± SEM, and significance was assigned at the *p* < 0.05.

## Results

### MK-626 Reduces Blood Pressure and Ameliorates Endothelial Dysfunction in Ang Ⅱ-Induced Hypertensive Mice

To verify the anti-hypertensive effect of DPP-4 inhibitor MK-626 in hypertension, we first measured the systolic blood pressure (sBP) before and after 2 weeks Ang Ⅱ infusion with or without MK-626 treatment. As shown in Figure 1A, Ang Ⅱ induced a significant elevation of sBP compared with Vehicle, indicating a successful establishment of hypertensive animal model in mice. As the meanwhile, MK-626 co-treatment lowered sBP in hypertensive mice. Since DPP-4 inhibitors exert biological effects through elevating GLP-1, we examined GLP-1 levels in plasma by ELISA. The result showed that there was no difference between Vehicle and Ang Ⅱ-infused mice. However, MK-626 significantly increased plasma GLP-1 level in hypertensive mice (Figure 1B). In hypertension, reduced NO bioavailability correlates with impaired vascular function. Thus, we examined the level of endothelial nitric oxide synthesis (eNOS) phosphorylation. We revealed that Ang Ⅱ resulted in the reduced eNOS phosphorylation (Figures 1C,D) and the impaired endothelium-dependent relaxations (Figure 1E) in mouse aortae, but MK-626 alleviated the injuries caused by Ang Ⅱ (Figures 1C–E). In addition, endothelium-independent relaxations to sodium nitroprusside (SNP) were of no significance in three groups (Figure 1F). These data suggest that MK-626 reduces blood pressure most likely through ameliorating vascular endothelial dysfunction in Ang Ⅱ-induced hypertensive mice.

**FIGURE 1:**
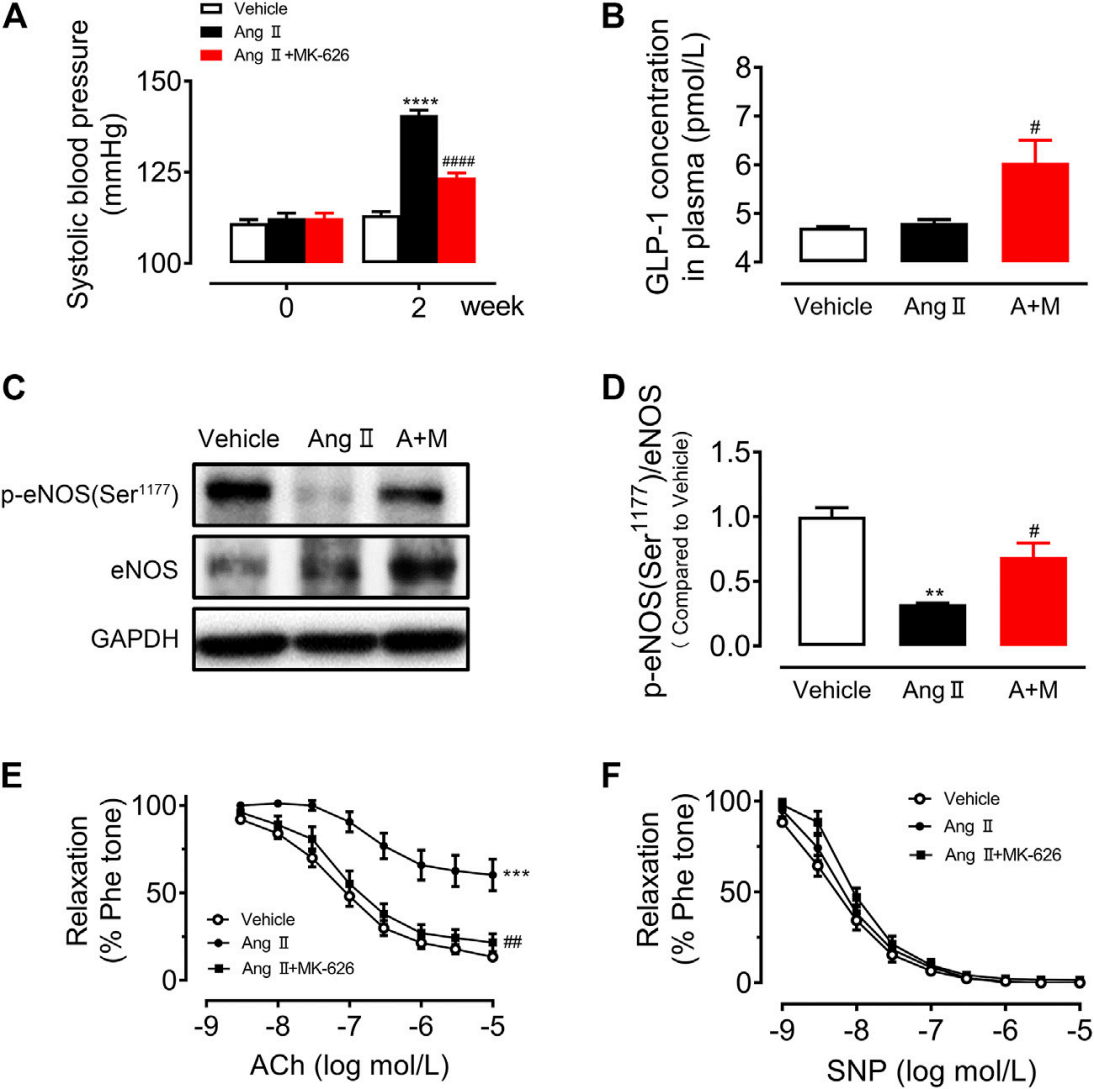
MK-626 decreases systolic blood pressure and improves aortic endothelial dysfunction in Ang Ⅱ-induced hypertensive mice. **(A)** Systolic blood pressure in Vehicle, Ang Ⅱ and Ang Ⅱ + MK-626 co-treatment mice. **(B)** GLP-1 levels in mouse plasma. **(C–D)** Levels of eNOS phosphorylation and expression in the mouse aortae. ACh-induced endothelium-dependent relaxations (**E**) and SNP-induced endothelium-independent relaxations **(F)** in the aortae from mice. ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001 *vs* Vehicle; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^####^ *p* < 0.0001 *vs* Ang Ⅱ. Data are expressed as mean ± SEM (*n* = 4 for Western blot, *n* = 5–7 for other experiments). A + M, Ang Ⅱ + MK-626.

### MK-626 Regulates the Expression Profiles of lncRNAs and mRNAs in Hypertensive Mouse Aortae

So far, a few lncRNAs have been implicated in modulating vascular endothelial function. 

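RNA from whole aortae of 9 mice was hybridized to 1-colour Agilent arrays that carry probes for lncRNAs and mRNAs, with 1 array per mouse. The Vehicle, Ang II and Ang II + MK-626 groups had 3 arrays each. Ang II, a peptide that raises blood pressure, was infused at 1 mg/kg/day for 2 weeks. MK-626, an inhibitor of the enzyme DPP-4 that degrades GLP-1, was given at 3 mg/kg/day. No group received MK-626 alone. The Vehicle and Ang II arrays also belong to a companion study of berberine, and their sample labels describe that drug, whereas the paper describes MK-626. The group of each array was the same in the labels and in the paper. The authors extracted the signal of each spot with Agilent Feature Extraction, applied quantile normalization between the arrays in GeneSpring GX and deposited log2 values. The deposited table held 60902 probes, of which 68 were control probes and were left out, so that 60834 probes were tested. It named probes and not transcripts, so lncRNA and mRNA probes could not be counted apart. The values ran from 2.32 to 17.84, and the medians of the 9 arrays differed by at most 0.0002. Scanner files were analysed for the 3 Ang II + MK-626 arrays only. On these arrays, 39267 to 40573 probes were well above background and 0 were saturated, and most probes with a normalized log2 value over 3.9 were well above background. The same boundary was taken for the Vehicle and Ang II arrays, whose background flags were not analysed here. The groups were compared with limma, which fitted 1 mean per group to the log2 values of all 9 arrays. A probe was counted as changed at a fold change over 2 with an unadjusted p under 0.05, the threshold that the paper states. The paper's statistics section names one-way ANOVA within the 3 groups for differential expression, and limma was used here in its place as the main test, with ANOVA as an alternative. With 3 arrays per group, the number of arrays limits the precision, and the smallest two-sided p of an exact permutation test between 2 groups is 0.1. Over all probes, the root mean squared distance between arrays on the log2 scale was on average 0.350 within Vehicle, 0.554 within Ang II and 0.470 within Ang II + MK-626.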

To investigate the functional lncRNAs associated with hypertension and clarify the therapeutic mechanism of MK-626, the microarray was used to analyze expression profiles of the lncRNAs and mRNAs in the aortae from the three groups. 

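Of the 60834 probes, 5135 (8.44%) were changed in the Ang II group compared with the Vehicle group, and 2524 (4.15%) were changed in the Ang II + MK-626 group compared with the Ang II group. When the p-values of limma were adjusted by the Benjamini-Hochberg method, 4457 and 1876 probes passed the same thresholds. Over all probes, the arrays of the compared groups did not overlap at 38.3% for Ang II against Vehicle and at 26.0% for Ang II + MK-626 against Ang II, where chance alone gives 10%. Among the probes called changed, which exceed 1 on the log2 scale by the threshold on fold change, the median size of the change was 1.42 for Ang II and 1.27 for MK-626 on top of Ang II. With the one-way ANOVA over the 3 groups that the paper names, 4659 and 2390 probes passed. This ANOVA gave each probe 1 p over the 3 groups, so only the fold change was specific to each comparison. Among the settings that kept all arrays, array weights moved the MK-626 comparison most, to 3551 probes. The estimation of these weights stopped before its tolerance was reached. It gave Ang II + MK-626 replicate 2 a weight of 129.5 and replicate 3 a weight of 0.177, so this count rests largely on single arrays. With each array left out in turn, the number changed by Ang II lay between 4603 and 5585, and the number changed with MK-626 between 2423 and 3215.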

The microarray analysis identified that 2,298 lncRNAs (Figure 2A) and 2,186 mRNAs (Figure 2B) were differentially expressed in Ang Ⅱ group compared with Vehicle group, however, 1,012 lncRNAs (Figure 2C) and 1,036 mRNAs (Figure 2D) were obviously changed in Ang Ⅱ plus MK-626 treatment group compared with Ang group. 

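Ang II raised 2913 probes and lowered 2222. Probe ASMM10P021954 rose from 5.78 ± 0.62 (SD, n = 3) in Vehicle to 13.80 ± 0.33 (SD, n = 3) in Ang II. This is a log2 fold change of 8.01 (standard error 0.34, adjusted p = 4.25e-05 from limma with Benjamini-Hochberg adjustment). Probe ASMM10P031085 had 11.96 ± 0.37 (SD, n = 3) in Vehicle and 2.63 ± 0.49 (SD, n = 3) in Ang II. That Ang II mean lies below the background boundary, so no fold is given for this probe. The files do not pair these probes with gene names.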

As shown in volcano plots (Figures 2A,B), 1,211 lncRNAs and 1,312 mRNAs were upregulated (fold change >2.0 and *p* value <0.05) but 1,087 lncRNAs and 874 mRNAs were significantly downregulated in Ang Ⅱ group compared with Vehicle group. Meanwhile, 573 lncRNAs and 527 mRNAs were downregulated whilst 439 lncRNAs and 509 mRNAs were markedly upregulated in Ang Ⅱ and MK-626 co-treatment group compared with Ang Ⅱ group (Figures 2C,D).

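Compared with Ang II alone, 1390 probes were lower and 1134 were higher with MK-626. The split was 1552 against 973 under cyclic loess and 1332 against 1301 without Ang II + MK-626 replicate 1. Probe ASMM10P036503 had a log2 value of 4.47 ± 0.24 (SD, n = 3) in Ang II and 9.91 ± 0.29 (SD, n = 3) in Ang II + MK-626. Its log2 fold change was 5.44 (standard error 0.17, adjusted p = 3.49e-05 from limma with Benjamini-Hochberg adjustment). Probe ASMM10P042837 fell from 13.72 ± 0.40 (SD, n = 3) to 7.08 ± 3.47 (SD, n = 3), and the arrays with MK-626 differed widely at this probe. Its log2 fold change was -6.64 (standard error 1.58, adjusted p = 0.0376 from limma with the same adjustment).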

**FIGURE 2:**
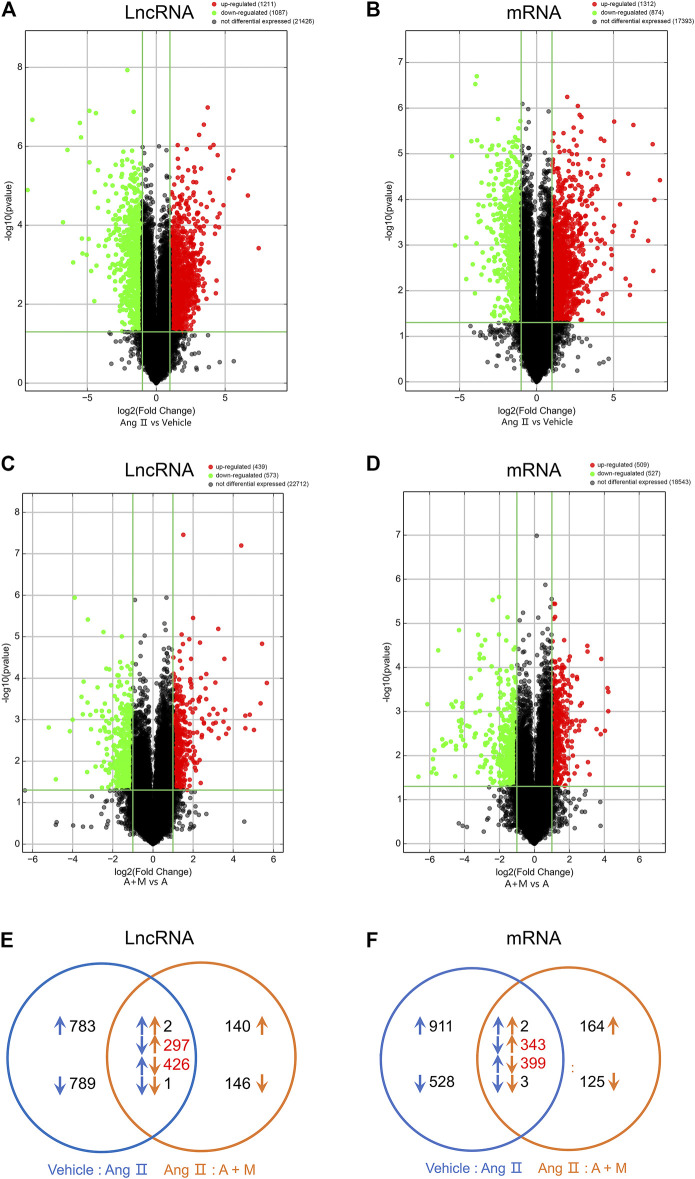
MK-626 regulates expression profiles of lncRNAs and mRNAs. Volcano plot for differentially expressed lncRNAs and mRNAs in Ang Ⅱ group compared with Vehicle **(A–B)** and A + M group compared with Ang Ⅱ group **(C–D)**. The red points represent upregulated genes; the green points represent downregulated genes; the black points represent unchanged genes. **(E–F)** A Venn diagram of differentially expressed lncRNAs and mRNAs in the mice. The comparison of A + M group and Ang Ⅱ group (orange arrows); the comparison of Ang Ⅱ group and Vehicle group (blue arrows); the upregulated genes (upward arrows); the downregulated genes (downward arrows); the number of genes regulated by MK-626 (red number). A + M, Ang Ⅱ + MK-626.

To figure out the extent to which MK-626 regulated gene expressions in hypertension, we conducted Venn analysis on the overlapped and DE-lncRNAs and DE-mRNAs. 

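Over lncRNA and mRNA probes together, 1743 probes were changed by Ang II and changed the opposite way with MK-626. They made up 33.9% of the probes changed by Ang II and 69.1% of those changed with MK-626. Of these, 1043 were raised by Ang II and lowered with MK-626, and 700 were lowered by Ang II and raised with MK-626. Another 34 probes moved in the same direction in both comparisons, 14 up and 20 down. That number was 7 after Benjamini-Hochberg adjustment, 8 with a plain equal-variance test and 77 with one-way ANOVA over the 3 groups, and simulated data in which Ang II + MK-626 had the Ang II mean gave up to 27. The Ang II arrays enter both comparisons, so some opposite changes arise without any effect of MK-626. In 20 simulated data sets in which the Ang II + MK-626 group had the mean of the Ang II group, 71.6 probes on average were called reversed, and at most 86.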

Among the downregulated lncRNAs induced by Ang Ⅱ, 297 lncRNAs were rescued by MK-626; while 426 lncRNAs upregulated by Ang Ⅱ were suppressed by MK-626 (Figure 2E). In the meantime, MK-626 significantly downregulated 399 mRNAs enhanced by Ang Ⅱ and upregulated 343 mRNAs diminished by Ang Ⅱ (Figure 2F). 

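The size of the reversal was measured as recovery, the share of the log2 change by Ang II that was undone in the Ang II + MK-626 group. A recovery of 0 means no return and 1 a return to the Vehicle mean. Its median over the 5135 probes changed by Ang II was 0.531. Measured with 1 Ang II + MK-626 array at a time, it was 0.603, 0.524 and 0.472. With the probes chosen on 2 of the Ang II arrays and the change measured with the left-out one, the mean of the 3 medians was 0.506. Recovery was above 0 at 4641 (90.4%) of the changed probes. In the simulated data, the median recovery was on average 0.0376 when the Ang II + MK-626 group had the Ang II mean and 0.963 when it had the Vehicle mean. It was 0.490 (0.425 to 0.544) over the 210.7 probes called on average when no group differed. A value near the observed one thus also arises among false calls. These were far fewer than the 5135 probes called, which argues against false calls alone as the source of the observed median.

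**Figure D1:**
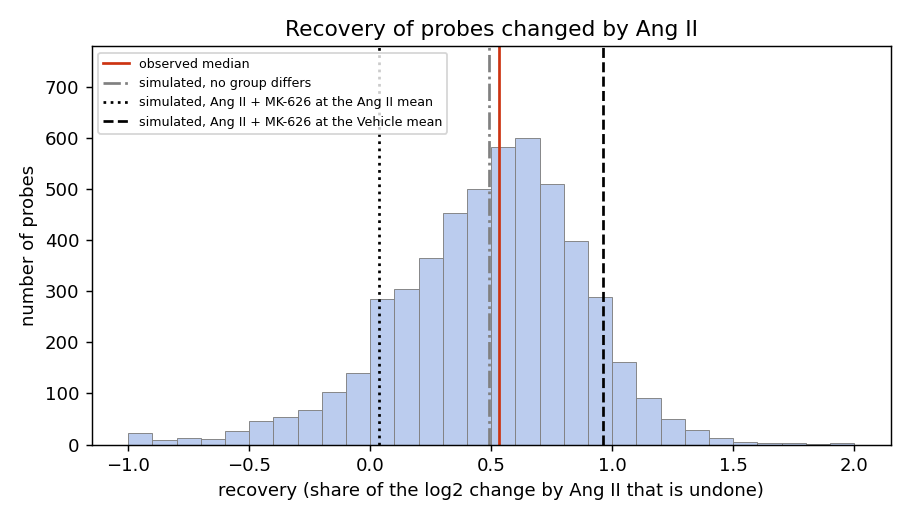
Histogram of the recovery of the 5135 probes changed by Ang II, as the share of the log2 change that was undone (x axis) against the number of probes (y axis), with 24 values outside the range from -1 to 2 drawn in the end bins. The lines mark the observed median of 0.531 and the mean medians of 0.0376, 0.963 and 0.490 in simulated data with Ang II + MK-626 at the Ang II mean, at the Vehicle mean and with no group differing.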

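The 30 probes with the smallest p in each direction for Ang II against Vehicle were followed into the Ang II + MK-626 group, over lncRNA and mRNA probes together. Of these 60 probes, 40 were changed the opposite way with MK-626 at the same threshold. This count was 27 under a plain equal-variance test of each pair of groups and lay between 35 and 44 with each array left out in turn. It was at most 1 in simulated data in which the Ang II + MK-626 group had the Ang II mean, and at most 7 where no group differed.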

Subsequently, hierarchical clustering analysis showed that 60 most significantly DE-lncRNAs and DE-mRNAs (30 upregulated and 30 downregulated) were reversed by MK-626 in hypertensive mice (Supplementary Figure S1). 

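Over all probes, the mean distance from the Ang II arrays to the Vehicle arrays was 0.751 on the log2 scale. The Ang II + MK-626 arrays lay at a mean distance of 0.649 from the Ang II arrays and 0.600 from the Vehicle arrays. These distances include the spread within each group, which was larger in Ang II than in Vehicle. With that spread removed, a calculation chosen after the values were seen, the group means lay 0.592 apart for Ang II and Vehicle, 0.399 for Ang II + MK-626 and Ang II, and 0.433 for Ang II + MK-626 and Vehicle. The order of the last pair was thus the opposite of that between single arrays, and the arrays do not settle to which group Ang II + MK-626 was nearer. From the transcripts that Ang II changed and MK-626 moved back (Fig. 2), the paper proposes that MK-626 acts on endothelial function through the expression of lncRNAs and mRNAs. The arrays measured whole aortae, and endothelial function was measured in other experiments.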

Taken together, the present results indicate that MK-626 might improve endothelial function by regulating expression profiles of lncRNAs and mRNAs in Ang Ⅱ-induced hypertension.

### Validation and Functional Analysis of the Dysregulated lncRNAs Possibly Involved in the Regulatory Actions of MK-626 on Vascular Endothelial Function in Hypertension

To validate the accuracy of microarray analysis and expound the possible regulatory actions of dysregulated lncRNAs on vascular function, according to the fold change, we selected 24 dysregulated lncRNAs (14 upregulated lncRNAs and 10 downregulated lncRNAs) among the lncRNAs altered by Ang Ⅱ but modulated by MK-626 for qRT-PCR validation. Of these, nine of 14 upregulated lncRNAs (Figure 3A) and eight of 10 downregulated lncRNAs (Figure 3B) by Ang Ⅱ were confirmed to be reversed by MK-626, consistent with the microarray data. In order to further confirm whether the 17 lncRNAs were involved in the improvement of MK-626 on hypertension-induced endothelial dysfunction, we verified the levels of these lncRNAs in cultured primary mouse aortic endothelial cells (MAECs) from the three groups by qRT-PCR. As shown in Figures 3C,D, 13 of 17 lncRNAs exhibited similar changes to those from aortae except uc007pgi.1, uc009sfx.2, uc335+, and uc247+.

**FIGURE 3:**
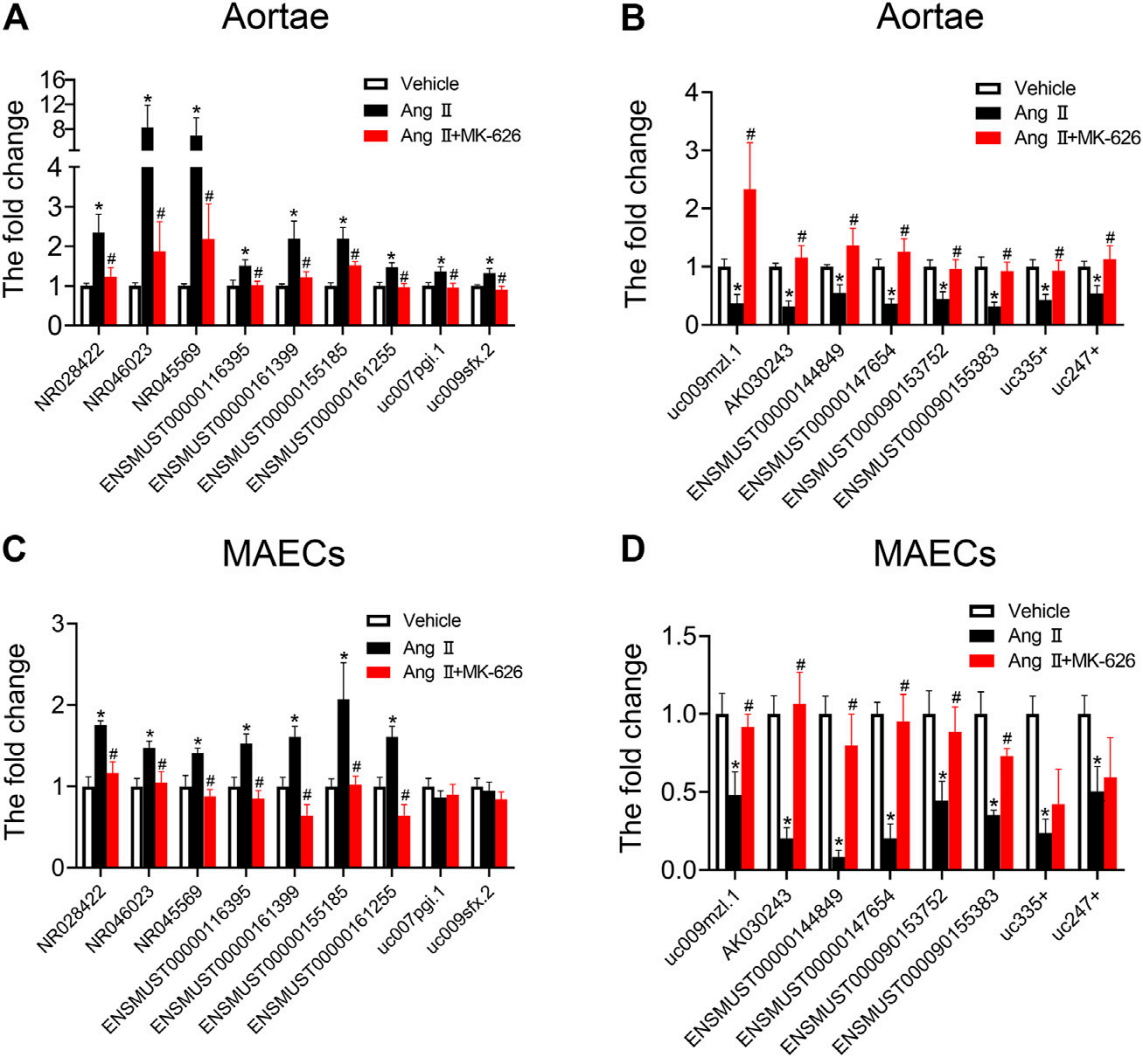
Quantitative real-time PCR validation. qRT-PCR validated the expression of upregulated and downregulated lncRNAs in the mouse aortae **(A–B)** and aortic endothelial cells **(C–D)**. ^*^ *p* < 0.05 *vs* Vehicle; ^#^ *p* < 0.05 *vs* Ang Ⅱ. Data are expressed as mean ± SEM (*n* = 6–9 for aortae, *n* = 4–6 for endothelial cells).

To delve deeper into the molecular basis of MK-626 in regulating lncRNAs to ameliorate endothelial dysfunction induced by Ang Ⅱ, we acquired co-expressed coding genes for 13 lncRNAs mentioned above by calculating Person coefficient with PCC >0.90, *p* value ≤ 0.05 and FDR ≤ 1. Through GO analysis, 1853 biological process (BP) terms, 134 cellular component (CC) terms, and 152 molecular function (MF) terms were found in DE-genes. The top 10 terms of BP, CC and MF were listed in Supplementary Figure S2. Our results indicated that the meaningful BP terms were associated with regulation of multicellular organismal process, cell communication, and regulation of localization. The DE-lncRNAs of CC were obviously enriched in cell periphery and plasma membrane. Whereas the terms in MF suggested that protein binding and binding seemed to be particularly important in the improvement of MK-626 on vascular endothelial function.

### Construction of LncRNA-mRNA Co-Expression Network Regulated by MK-626

In order to reveal the potential signaling pathways participated in the regulation of MK-626 on endothelial function in Ang Ⅱ-induced hypertensive mice, we performed KEGG analysis. Based on the Enrichment Score = −log10 (*p* value) and *p* value < 0.05, the co-expressed genes were significantly enriched in 112 pathways. The top 12 enriched pathways related to co-expressed coding genes were showed in Figure 4A. Among the top 12 pathways, a total of nine pathways including PI3K/Akt signaling pathway, calcium signaling pathway, cAMP signaling pathway, cGMP-PKG signaling pathway, AMPK signaling pathway, cell adhesion molecules, focal adhesion, vascular smooth muscle contraction, and ECM-receptor interaction signaling pathway were previously reported to be associated with the regulation of vascular function.

**FIGURE 4:**
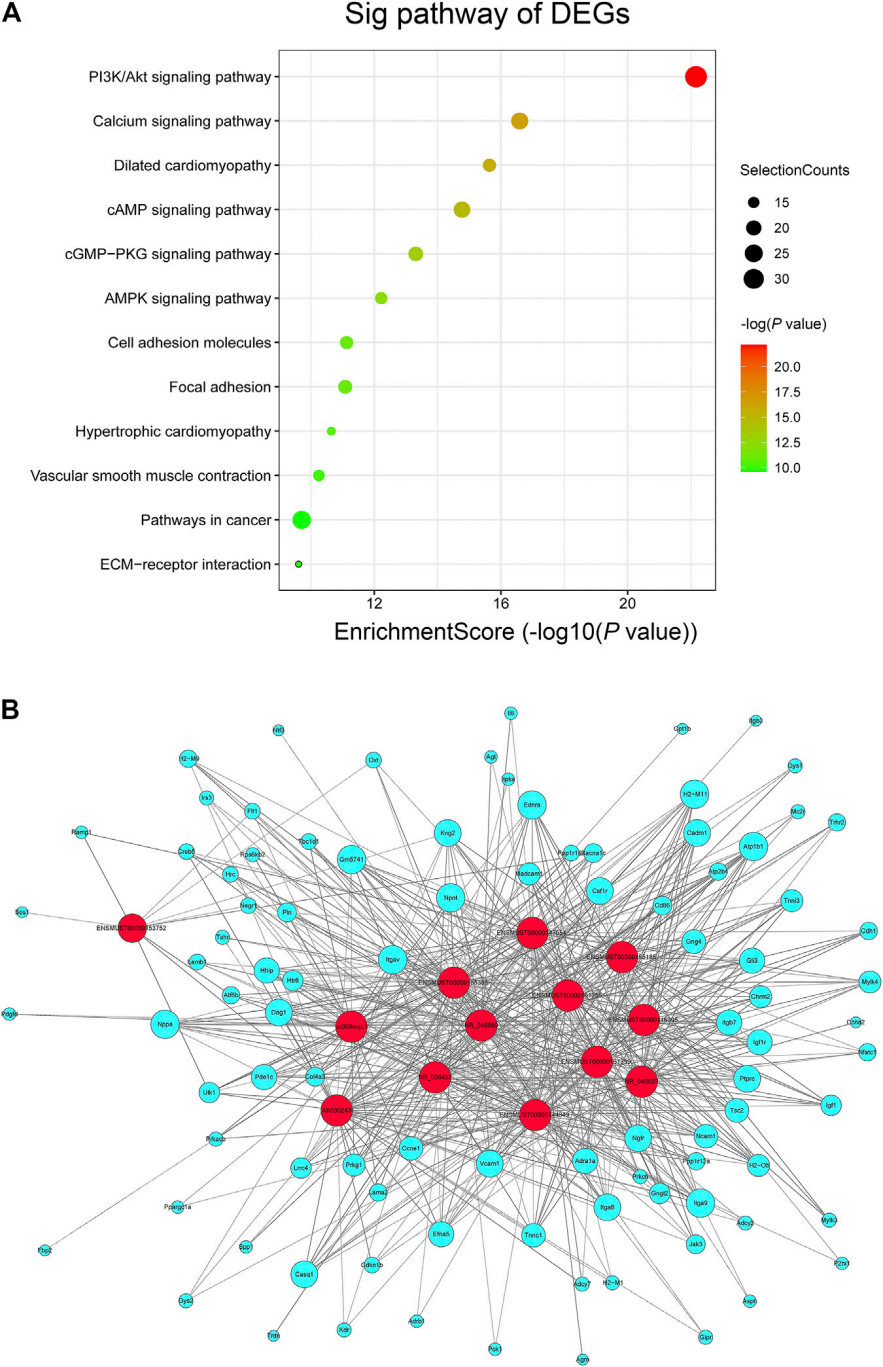
LncRNA-mRNA co-expression network. **(A)** KEGG pathway enrichment analysis of differentially expressed genes (DEGs) involved in the vascular regulation. **(B)** lncRNA-mRNA network to investigate the beneficial effects of MK-626 on hypertension-induced endothelial function. The red and lake blue nodes correspond to lncRNAs and coding genes respectively. The solid lines represent positive correlation and dotted lines represent negative correlation.

To further explore the molecular mechanism of MK-626 in the regulation of lncRNAs to reverse endothelial dysfunction in hypertension, we recalculated the co-expressed genes for 13 DE-lncRNAs in accordance with the nine signaling pathways. The lncRNA-mRNA co-expression network was therefrom constructed to accurately and deeply investigate the beneficial effects of MK-626 on endothelial function in hypertension. 571 pairs of lncRNA-mRNA co-expression relationships were found according to the selected 13 lncRNAs and 95 mRNAs (Figure 4B). Importantly, lncRNA ENSMUST00000155383 was co-expressed with the maximum numbers of 69 genes in the coding non-coding co-expression (CNC) network (Supplementary Table 3), suggesting that this lncRNA might play an important role in regulating vascular endothelial function in hypertension.

### Identification of mRNAs and Signaling Pathways in LncRNA-mRNA Co-Expression Network

In the light of both our constructed lncRNA-mRNA co-expression network and already-published research related to vascular function, we selected six mRNAs (*Tnnc1*, *Trdn*, *Tnni3*, *Chrm2*, *Mylk3*, and *Il-6*) upregulated and 5 mRNAs (*Ulk1*, *Cacna1C*, *Itgav*, *Itga8*, and *Npnt*) downregulated by Ang Ⅱ but modulated by MK-626 for qRT-PCR validation. Among the six upregulated mRNAs by Ang Ⅱ, the levels of *Tnni3*, *Chrm2*, *Mylk3*, and *Il-6* were suppressed by MK-626 in mouse aortae (Figure 5A). Four of 5 downregulated mRNAs by Ang Ⅱ in the aortae of mice, *Cacna1C*, *Itgav*, *Itga8*, and *Npnt*, were rescued by MK-626 treatment (Figure 5B). These results were consistent with microarray data. 

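On the arrays, each of the 8 mRNAs was read from 1 probe. Itga8 had a log2 value of 10.96 ± 0.12 (SD, n = 3) in Vehicle, 8.71 ± 0.41 in Ang II and 10.57 ± 0.27 in Ang II + MK-626. It fell by 2.25 on the log2 scale with Ang II (standard error 0.22, adjusted p = 0.000812 from limma with Benjamini-Hochberg adjustment over all probes) and was 1.86 higher with MK-626 (adjusted p = 0.00433 from limma). Itgav fell by 1.68 and rose by 1.57, and Npnt fell by 1.98 and rose by 1.71, with adjusted p from limma of at most 0.00615. Cacna1c had 4.51 ± 0.05 in Vehicle, 2.51 ± 0.30 in Ang II and 4.19 ± 0.21 in Ang II + MK-626 (SD, n = 3). Its signal was well above background on 2 of the 3 Ang II + MK-626 arrays. All 3 Ang II values lay below the background boundary. The mean was 1.53-fold above this boundary in Vehicle and 1.23-fold above it in Ang II + MK-626. These are lower bounds on the folds over Ang II. The adjusted p for Cacna1c from limma was 0.000413 for Ang II against Vehicle and 0.00225 for Ang II + MK-626 against Ang II. On Ang II replicates 1 and 2, its values of 2.35 and 2.33 were the lowest of the whole array. The SD in Ang II and both p-values from limma thus rest in part on floor values. Tnni3 rose by 5.04 on the log2 scale with Ang II (adjusted p = 0.00206 from limma) and fell by 4.78 with MK-626 (adjusted p = 0.0061 from limma). Mylk3 rose by 2.97 and fell by 3.43, with adjusted p of 0.00353 and 0.00505 from limma. Chrm2 was not well above background on the 3 Ang II + MK-626 arrays. Its mean signal in Ang II, 7.25 ± 0.16 (SD, n = 3), was 10.2-fold above the background boundary. That is a lower bound on its fold over the other groups. Its adjusted p from limma was 0.00136 for Ang II against Vehicle and 0.00338 for Ang II + MK-626 against Ang II. Il6 rose by 2.47 and fell by 2.83, with adjusted p of 0.0165 and 0.019 from limma. The RNA came from whole aortae, so a tissue component that differs in amount between aortae could also give changes of these mRNAs. With the plain equal-variance test of each pair of groups, 7 of the 8 mRNAs had an adjusted p under 0.05 for Ang II against Vehicle, but only 1 of 8, Itgav, for Ang II + MK-626 against Ang II.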

In order to further confirm the key roles of these eight targeted mRNAs in the improvement of MK-626 on endothelial function in hypertension, we isolated and cultured primary MAECs of the three groups. qRT-PCR validation exhibited the similar changes to those from aortae (Figures 5C,D). In addition, clustering heatmap analysis revealed the eight mRNA expression profiles among the three groups (Figure 5E and Supplementary Table 4), suggesting that MK-626 probably ameliorated aortic endothelial dysfunction by suppressing the expressions of *Tnni3*, *Chrm2*, *Mylk3*, and *Il-6* and restoring the expressions of *Cacna1C*, *Itgav*, *Itga8*, and *Npnt* in Ang Ⅱ-induced hypertensive mice.

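At all 8 mRNAs, the 3 Ang II arrays did not overlap with the 3 Vehicle arrays or with the 3 Ang II + MK-626 arrays, and each such comparison gave the smallest p that an exact two-sided permutation test can give here, 0.1. The paper chose these mRNAs partly from the same arrays, so they are not independent of the comparisons. Adjusted over the list alone, 8 of 8 differed in each of these comparisons, as they did when adjusted over all probes. None of the 8 was called different between Ang II + MK-626 and Vehicle, with adjusted p from limma between 0.276 and 0.849, although Itga8 and Cacna1c did not overlap between these groups. Among the Ang II + MK-626 arrays, Tnni3 ranged from 6.35 to 9.23 and Mylk3 from 4.06 to 5.63 on the log2 scale, whereas the Vehicle arrays ranged from 7.55 to 7.70 and from 5.32 to 5.52. Il6 varied most in the Ang II group, from 6.16 to 8.49.

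**Figure D2:**
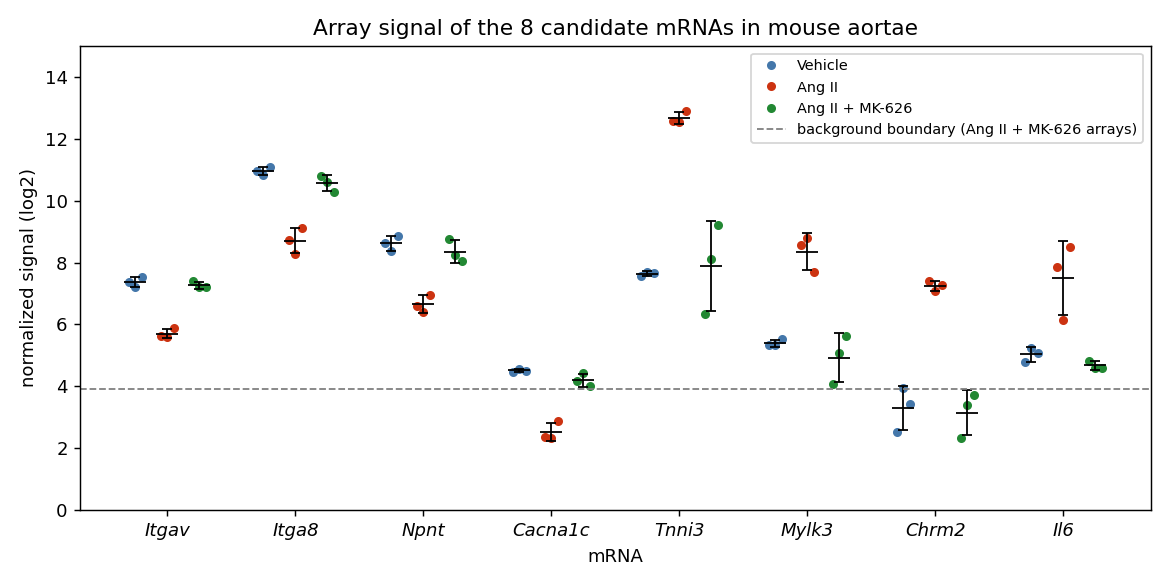
Normalized log2 signal (y axis) of 8 mRNAs (x axis) on each of the 9 arrays, coloured by group, with the mean and SD of each group of 3 as black bars. The dashed line is the background boundary of 3.9, below which Cacna1c lies in Ang II and the mean of Chrm2 lies in Vehicle and Ang II + MK-626.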

**FIGURE 5:**
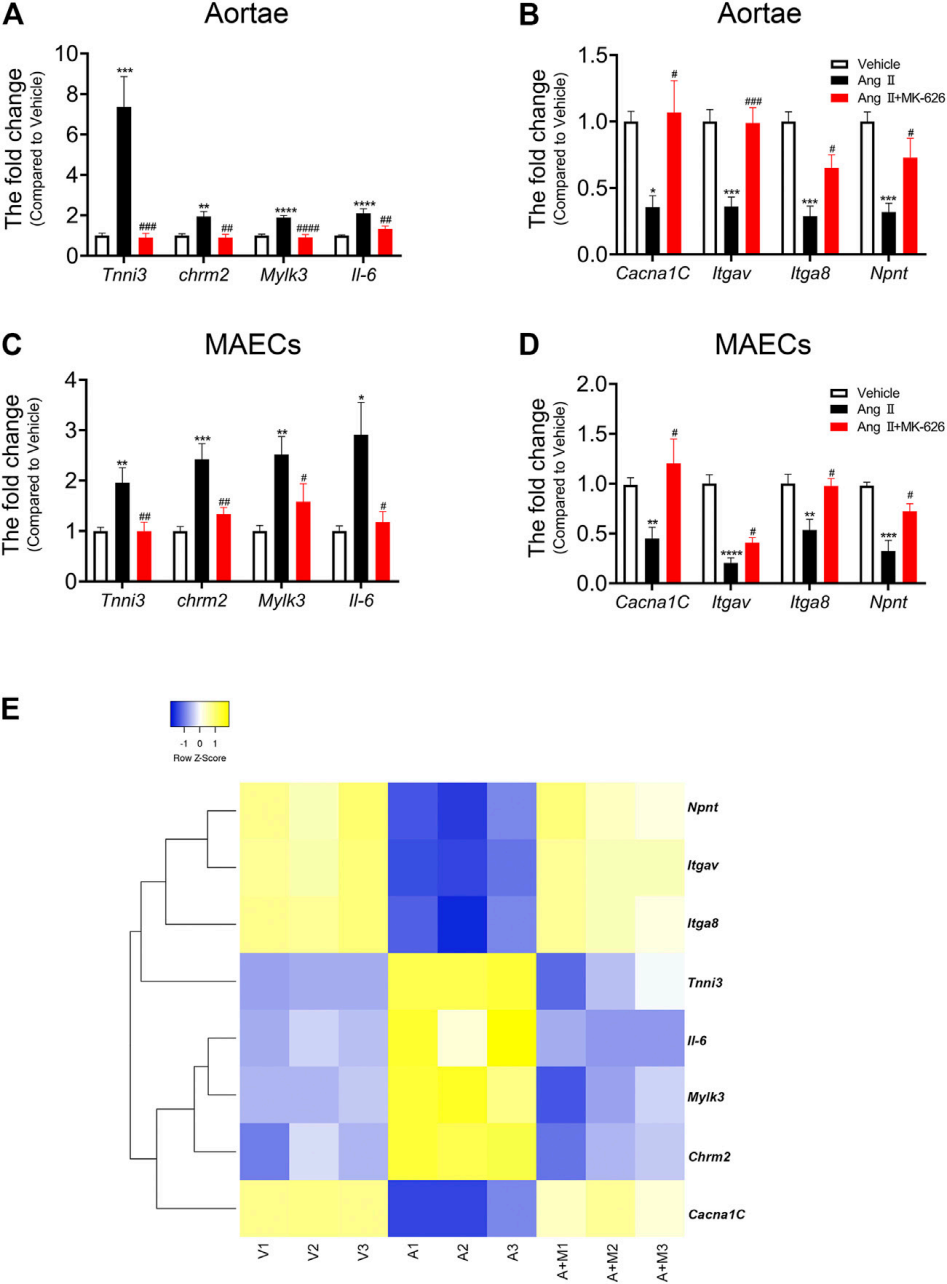
mRNA verification and heatmap analysis. qRT-PCR validated the expression of eight candidate mRNAs in the aortae **(A–B)** and MAECs **(C–D)**. **(E)** Heatmap for eight candidate mRNAs. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001 *vs* Vehicle; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, ^####^ *p* < 0.0001 *vs* Ang Ⅱ. Data are expressed as mean ± SEM (*n* = 6–9 for aortae, *n* = 4–6 for endothelial cells). V, Vehicle; A, Ang Ⅱ; A + M, Ang Ⅱ + MK-626; MAECs, mouse aortic endothelial cells.

The above results showed that the co-expression pairs of lncRNA ENSMUST00000155383 were predominant in the CNC network. More importantly, lncRNA ENSMUST00000155383 was included in the 13 DE-lncRNAs we identified and it was co-expressed with *Cacna1C*, *Itgav*, *Itga8*, and *Npnt* (seen in Table 1). The pathway-based network analysis of lncRNA ENSMUST00000155383 and the four mRNAs was presented in Supplementary Figure S3. Therefore, we speculated that lncRNA ENSMUST00000155383 was expected to be a regulatory target for the improvement of endothelial function by MK-626 in the vasculature under hypertension.

**TABLE 1:** The co-expression analysis between lncRNA ENSMUST0000055383 and four mRNAs.

LncRNA	mRNA	PCC	PCC type	*p* Value
ENSMUST00000155383	*Cacna1c*	0.964015	+	< 0.0001
	*Itga8*	0.997248	+	< 0.0001
	*Itgav*	0.995858	+	< 0.0001
	*Npnt*	0.995685	+	< 0.0001

PCC, Pearson correlation coefficient, mRNA symbols are italicized.

### LncRNA ENSMUST00000155383 Regulates Endothelial Function Through Affecting Cytosolic Ca^2+^ Concentration and eNOS Activity

Since this study shed light on the critical role of lncRNA ENSMUST00000155383, we preliminarily explored the protective mechanism of this lncRNA on endothelial function in hypertension. Based on the pathway-based network analysis, we found that *Cacna1c* was involved in several vascular function-related pathways including calcium signaling pathway, vascular smooth muscle contraction, cGMP-PKG signaling pathway, and cAMP signaling pathway. First, we examined Cacna1c expressions in the mouse aortic smooth muscle cells (SMCs, Supplementary Figure S4), and endothelial cells (ECs, Figures 6A,B). Western blot demonstrated that the protein levels of Cacna1c was elevated in SMCs after Ang Ⅱ infusion but suppressed by MK-626. However, Ang Ⅱ resulted in the reduction of Cacna1c expression and MK-626 reversed such harmful effect in the ECs (Figures 6A,B). *Cacna1c* gene encodes L-type Ca^2+^ channel Ca_V_1.2 which plays an important role in transient activation of calcium influx. So next, we detected cytosolic Ca^2+^ level in endothelial cells. The intracellular Ca^2+^ levels in the ECs from hypertensive mice were significantly lower than those from Vehicle, while MK-626 administration restored partially the decreased Ca^2+^ concentration (Figures 6C,D).

**FIGURE 6:**
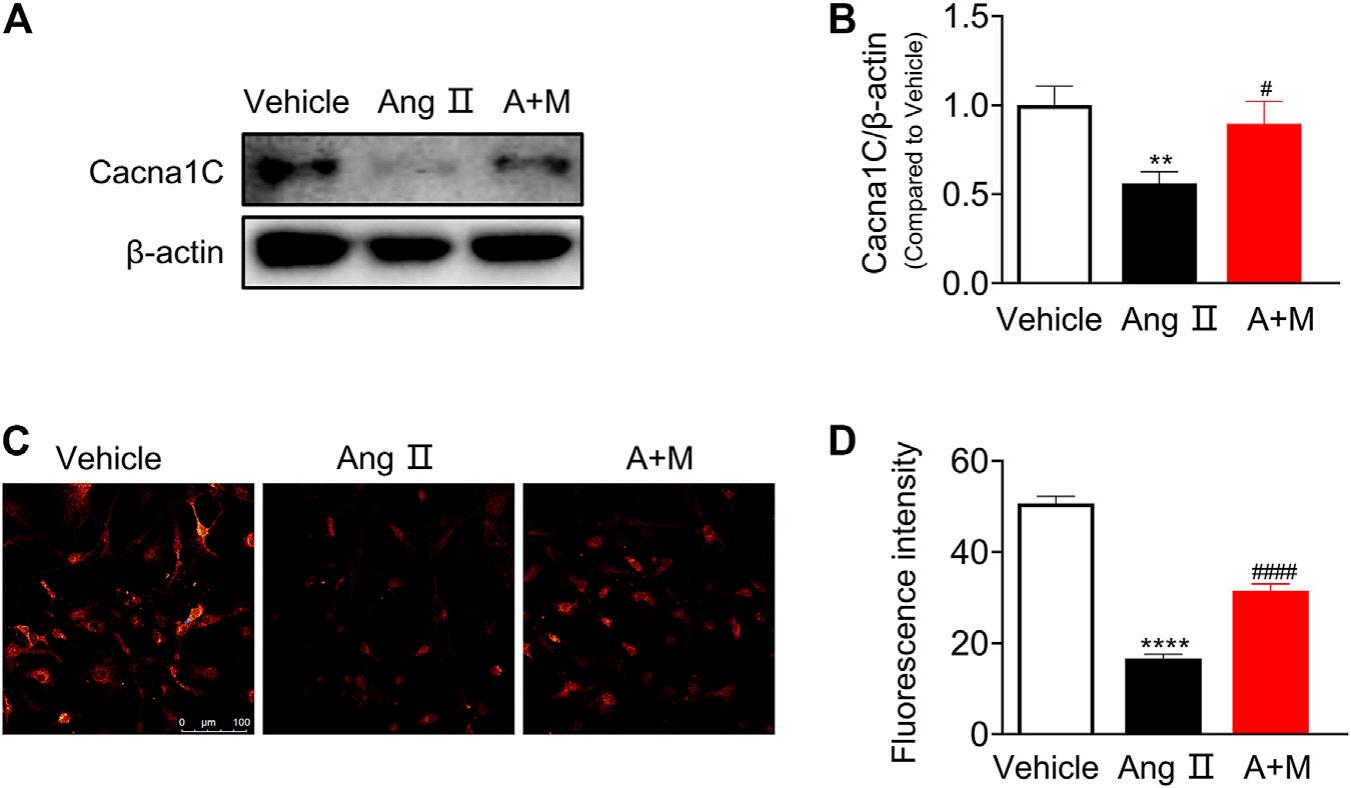
Cacna1c expression and Ca^2+^ level. Protein expressions of Cacna1c were downregulated in the aortic endothelial cells from hypertensive mice, which were rescued by MK-626 **(A–B)**. The reduced Ca^2+^ level was also restored after MK-626 administration in the endothelial cells of hypertensive mice **(C–D)**. ^**^ *p* < 0.01, ^****^ *p* < 0.0001 *vs* Vehicle; ^#^ *p* < 0.05, ^####^ *p* < 0.0001 *vs* Ang Ⅱ. Data are expressed as mean ± SEM (*n* = 4–6 for Western blot; n = 80 individual cells for the measurement of Ca^2+^ level, scale bar = 100 μm). A + M, Ang Ⅱ + MK-626.

In order to further clarify the role of lncRNA ENSMUST00000155383 and the regulation of MK-626 on lncRNA ENSMUST00000155383 in hypertension-related endothelial dysfunction, we used siRNA delivery and achieved >60% reduction in the expression of lncRNA ENSMUST00000155383 in the aortic ECs from Ang Ⅱ and MK-626 co-treatment mice (Supplementary Figure S5). Silence of lncRNA ENSMUST00000155383 led to the downregulation of Cacna1c mRNA level (Figure 7A) and protein expression (Figure 7B). Furthermore, the siRNA also caused the decrease of Ca^2+^ concentration in the ECs from hypertensive mice with MK-626 treatment (Figure 7C). Ca^2+^-dependent activation of calmodulin is known to activate eNOS. Thus, we finally investigated the effect of siRNA delivery on eNOS activity in the ECs from hypertensive mice after MK-626 therapy. The result proclaimed that lncRNA ENSMUST00000155383 silencing exactly brought into the reduced eNOS phosphorylation (Figure 7D). These results indicate that lncRNA ENSMUST00000155383 probably restored eNOS activity through rising Cacna1c and subsequently increasing Ca^2+^ entry in the amelioration of MK-626 on endothelial dysfunction.

**FIGURE 7:**
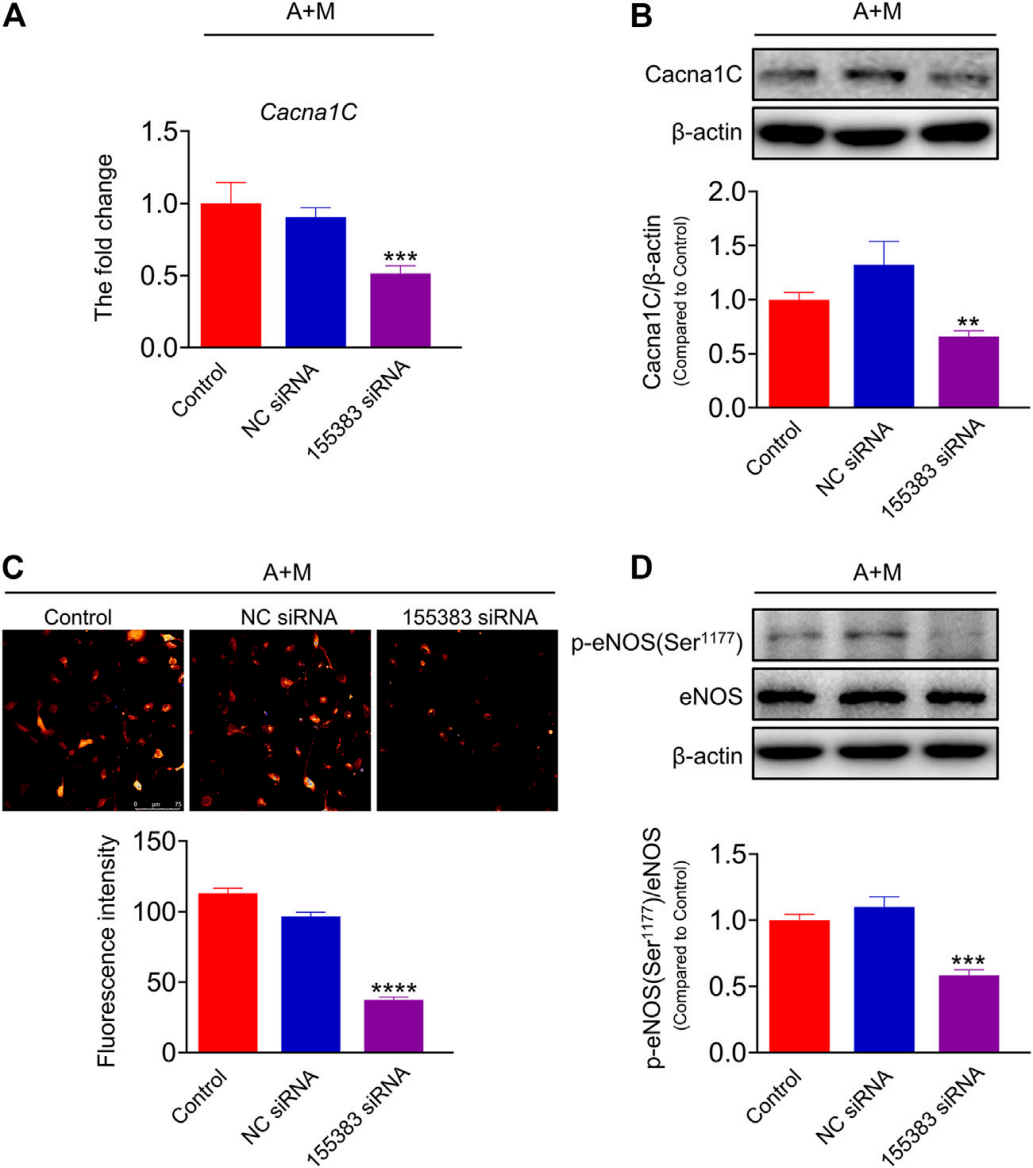
The effects of lncRNA ENSMUST00000155383 silence. Small interfering RNA (siRNA) of lncRNA ENSMUST00000155383 reduced Cacna1c mRNA level **(A)** and protein expression **(B)** in the aortic endothelial cells from hypertensive mice. Silencing lncRNA ENSMUST00000155383 resulted in the reduction of Ca^2+^ level **(C)** and eNOS phosphorylation (**D**) in the MAECs in hypertension. ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001 *vs* NC siRNA. Data are expressed as mean ± SEM. (*n* = 4–6 for Western blot; *n* = 80 individual cells for the measurement of Ca^2+^ level, scale bar = 75 μm). 155383, lncRNA ENSMUST00000155383; A + M, Ang Ⅱ + MK-626.

## Discussion

Hypertension is associated with impaired vascular endothelial function. A number of studies have indicated the protective effects of DPP-4 inhibitors in cardiovascular diseases including hypertension (Diebold et al., 2018; Siraj et al., 2020). The present study suggested that a novel DPP-4 inhibitor MK-626 could ameliorate aortic endothelial dysfunction and lower blood pressure in Ang Ⅱ-induced hypertensive mice through raising GLP-1 level, which was consistent with our previous finding in the renal arteries of SHRs (Liu et al., 2012).

Long noncoding RNAs (lncRNAs), one of the emerging regulators, are involved in multiple biological processes. Recently, the analysis based on expression profiles of lncRNAs and mRNAs has been applied widely to reveal the underlying molecular mechanisms in the pathogenesis of cardiovascular diseases (Cao et al., 2018; Wu et al., 2019). Therefore, we performed a microarray analysis of lncRNAs and mRNAs of the mouse aortae to explore the molecular basis underlying mitigating endothelial dysfunction of MK-626 in hypertension. We here announced that 2,298 lncRNAs and 2,186 mRNAs were differentially expressed in Ang Ⅱ group compared with Vehicle group, whereas, 1,012 lncRNAs and 1,036 mRNAs were differentially expressed after MK-626 co-treatment. Meanwhile, MK-626 modulated 723 lncRNAs and 742 mRNAs which were dysregulated in hypertensive mice, suggesting that MK-626 played a profound action in regulating hypertension-related genes. Among the 723 differentially expressed (DE) lncRNAs regulated by MK-626, 24 candidate lncRNAs were selected for qRT-PCR validation according to fold change, *p* value, and existing research. Subsequent results from the aortae and endothelial cells both showed that seven up-regulated lncRNAs and six down-regulated lncRNAs by Ang Ⅱ were modulated by MK-626, which were consistent with the microarray data. These findings for the first time provide a genetic basis for understanding the pharmaceutical mechanism of GLP-1 in preventing against vascular dysfunction in hypertension. GO and KEGG pathway analyses revealed the potential functions of the DE-genes (DEGs), which were related to the 13 lncRNAs, involved in the therapeutic effects of MK-626. GO analysis showed that the DEGs were significantly enriched in regulation of multicellular organismal process, cell communication, regulation of localization, cell periphery, plasma membrane, protein binding, and binding. KEGG pathway analysis revealed that the DEGs were mainly enriched in 12 signaling pathways, among them, nine pathways related to vascular function were identified, including PI3K/Akt signaling pathway, calcium signaling pathway, cAMP signaling pathway, cGMP-PKG signaling pathway, AMPK signaling pathway, cell adhesion molecules, focal adhesion, vascular smooth muscle contraction, and ECM-receptor interaction.

LncRNAs have long been investigated due to their key roles in modulating a variety of biological or pathological functions through targeting their mRNAs at transcriptional or post-transcriptional level (Huang, 2018). In accordance with the constructed lncRNA-mRNA co-expression network and existing data, we preliminarily selected 11 mRNAs (6 upregulated and 5 downregulated mRNAs induced by Ang Ⅱ but reversed by MK-626) for qRT-PCR validation. The four upregulated mRNAs response to Ang Ⅱ, *Tnni3*, *Chrm2*, *Mylk3*, and *Il-6*, were suppressed by MK-626 both in mouse aortic rings and in cultured primary endothelial cells. The four mRNAs (*Cacna1C*, *Itgav*, *Itga8*, and *Npnt*) downregulated by Ang Ⅱ, meanwhile, were rescued by MK-626 treatment in the aortae and aortic endothelial cells from mice. This part of the results suggested that MK-626 might relieve hypertension-induced endothelial dysfunction by suppressing the expressions of *Tnni3*, *Chrm2*, *Mylk3*, and *Il-6* and restoring the expressions of *Cacna1C*, *Itgav*, *Itga8*, and *Npnt*. Importantly, lncRNA ENSMUST00000155383, which was included in the 13 DE-lncRNAs we have identified, was co-expressed with *Cacna1C*, *Itgav*, *Itga8*, and *Npnt*. Also, our previous study revealed that lncRNA ENSMUST00000155383 mainly expressed in endothelial cells of the vasculature, which was downregulated in hypertensive mouse aortae (Tan et al., 2021). Altogether, we speculated the dysregulation of lncRNA ENSMUST00000155383 and the four related-mRNAs might play an important role in vascular endothelial dysfunction under hypertension. According to the pathway-based network analysis of lncRNA ENSMUST00000155383 and the four mRNAs, we found that *Itgav*, *Itga8*, and *Npnt* participated in the ECM-receptor interaction. *Itgav* and *Itga8* were also related to the PI3K/Akt signaling pathway. The most important reason behind exploring the role of *Cacna1c* in current study is that it was involved in four vascular function-related pathways including calcium signaling pathway, vascular smooth muscle contraction, cGMP-PKG signaling pathway, and cAMP signaling pathway. *Cacna1c* gene encodes L-type Ca^2+^ channel Ca_V_1.2 which can be functionally modulated by vasoactive agents *via* PKC and PKA (Keef et al., 2001). Elevated cGMP levels promote the relaxation of vascular smooth muscle by decreasing Ca^2+^ influx in part through voltage-dependent L-type Ca^2+^ channel (Simard and Li, 2000). Ang Ⅱ upregulates vascular Ca_V_1.2 protein in vascular smooth muscle by stimulating endothelial NAD(P)H oxidase-derived hydrogen peroxide (Wang et al., 2011). We also found that Ang Ⅱ induced the elevation of Cacna1c protein expressions in aortic smooth muscle cells (SMCs) from hypertensive mice. One study has shown that nitric oxide (NO) synthesized by eNOS downregulates the L-type Ca^2+^ channel in the SMCs of basilar artery (Simard and Li, 2000). Furthermore, Ang Ⅱ induced-endothelial dysfunction impaired the regulatory control of L-type Ca^2+^ channels by eNOS (Gerzanich et al., 2003). In this study, the hypertensive mice induced by Ang Ⅱ exhibited the reduced eNOS phosphorylation in the aortae, suggesting that the enhancement of Cacna1c in SMCs of hypertensive mouse aortae was probably due to the impairment of eNOS. The activity of eNOS is regulated by many factors, in which classical activation pathway depends on an increase of intracellular Ca^2+^ concentration and the binding of Ca^2+^/calmodulin (CaM) to the enzyme (Daiber et al., 2019). Acetylcholine stimulated-endothelial NO release can be abolished by chelating extracellular Ca^2+^ or CaM antagonist (Fleming and Busse, 2003; Vanhoutte et al., 2009). Here, we revealed that Cacna1c expression was downregulated and intracellular Ca^2+^ was lowered in the aortic ECs from hypertensive mice, indicating that Ang Ⅱ possibly inhibited eNOS activity partly via suppressing Ca_V_1.2-mediated Ca^2+^ entry in vascular endothelial cells. In addition, our study expected to improve the understanding of the novel therapeutic molecular mechanism of GLP-1 and related agents on vascular endothelial function. These findings included: 1) MK-626 reversed the decreased lncRNA ENSMUST00000155383 in the aortae and ECs of hypertensive mice; 2) MK-626 restored Cacna1c mRNA and protein expression in the aortae and ECs from hypertensive mice; and 3) MK-626 resulted in the elevation of intracellular Ca^2+^ concentration in hypertensive mouse ECs. In order to further clarify the role of lncRNA ENSMUST00000155383, we manipulated siRNA delivery to the aortic ECs from the hypertensive mice with MK-626 remedy. Silence of lncRNA ENSMUST00000155383 reduced Cacna1c mRNA level and protein expression. Furthermore, the siRNA also caused the decrease of Ca^2+^ concentration and the suppression of eNOS phosphorylation in the ECs from Ang Ⅱ and MK-626 co-treatment mice. These data implied that the protective effect of lncRNA ENSMUS0000155383 on vascular endothelial cells may be related to the increase of intracellular Ca^2+^ concentration mediated by L-type Ca^2+^ channel and the subsequent activation of eNOS. In order to confirm the regulatory manner of GLP -1 and related agents on lncRNA ENSMUST00000155383 expression, we cultured the aortic ECs from C57BL/6J mice with GLP-1 receptor (GLP-1R) agonist exendin-4 and GLP-1R antagonist exendin 9–39 and then examined lncRNA ENSMUST00000155383 levels by qRT-PCR. As shown in Figure S6, exendin-4 increased the level of lncRNA ENSMUST00000155383 in the ECs, while exendin 9–39 inhibited the increase of lncRNA ENSMUST00000155383 induced by exendin-4, indicating that GLP-1/GLP1R activation could increase lncRNA ENSMUST00000155383 expression in a direct manner. Numerous studies suggest that GLP-1 and its analogues could modulate lncRNA expression profiles in many diseases including diabetes (Huang et al., 2020) and atherosclerosis (An et al., 2020). LncRNAs regulate gene expression at the transcriptional and post-transcriptional levels. Therefore, we’d better manipulate some new experiments to reveal the regulatory mechanism of lncRNA ENSMUST00000155383 on its downstream *Cacna1c*. However, this is beyond the scope of the present study.

## Conclusion

This study highlights the dysregulations of lncRNA ENSMUST00000155383-associated genes in the vascular endothelium and demonstrated that MK-626 may improve vascular endothelial function in hypertension through upregulating lncRNA ENSMUST00000155383, restoring Ca^2+^ entry mediated through Cacna1c, subsequently enhancing eNOS activity (Figure 8). Thus, the present study provides new strategy for the pathogenesis and treatment of hypertension-related endothelial dysfunction.

**FIGURE 8:**
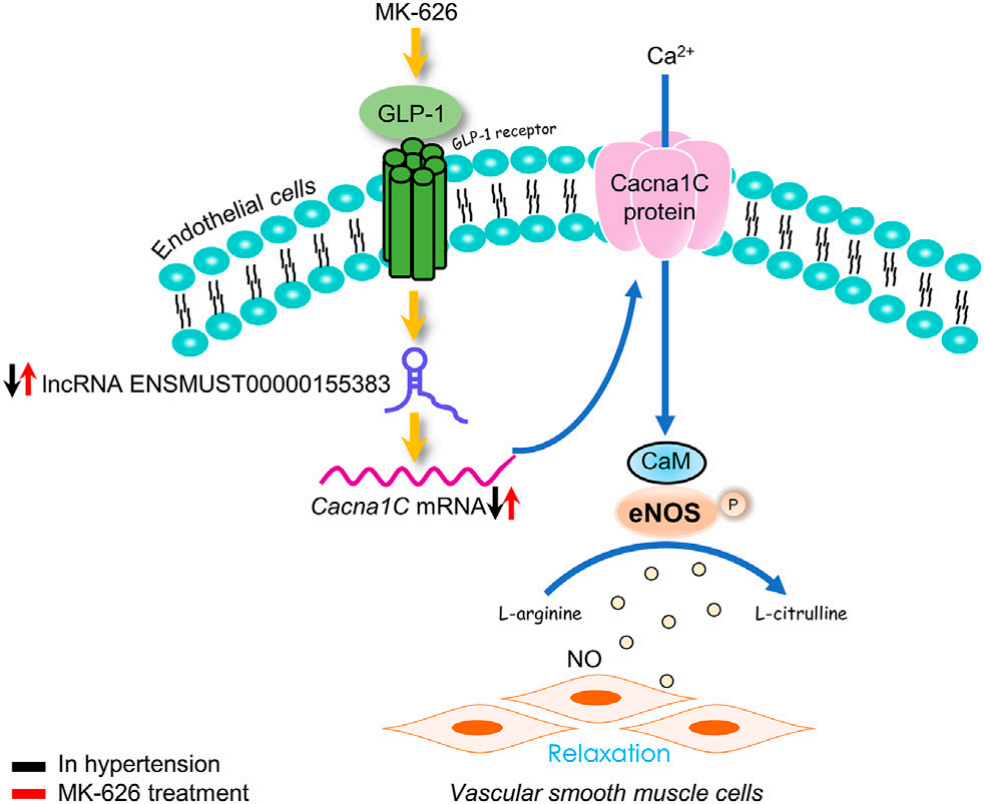
The proposed molecular mechanism for the beneficial effect of sitagliptin on endothelial function in hypertension. The eNOS activity was suppressed in hypertension. Elevation of GLP-1 by MK-626 stimulated eNOS activation via restoring cytosolic Ca^2+^ concentration through lncRNA ENSMUST00000155383/Cacna1c, leading to the improvement of endothelial function in hypertension.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165561.

# Supplementary material for: LncRNA ENSMUST00000155383 is Involved in the Improvement of DPP-4 Inhibitor MK-626 on Vascular Endothelial Function by Modulating Cacna1c-Mediated Ca2+ Influx in Hypertensive Mice
**Source:** Front Mol Biosci. 2021 Jul 23;8:724225. doi: 10.3389/fmolb.2021.724225
**Supplement:** Supplementary file 1

**Supplementary Figure 1.** Hierarchical clustering analysis of differentially expressed genes. Heatmaps for 60 DE-lncRNAs (**A**) and 60 DE-mRNAs (**B**) in the three groups. V, Vehicle; A, Ang II; A+M, Ang II+MK-626; DE-lncRNAs, differentially expressed lncRNAs; DE-mRNAs, differentially expressed mRNAs.

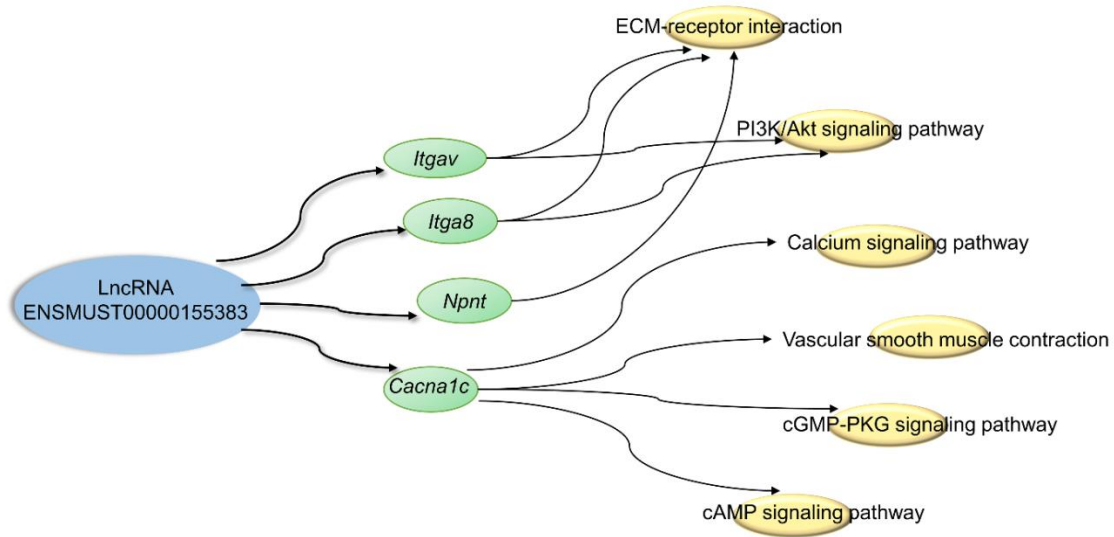

**Supplementary Figure 3.** Pathway analysis of lncRNA ENSMUST00000155383 and the candidate mRNAs. The network reveals that *Cacna1c* is involved in calcium signaling pathway, vascular smooth muscle contraction, cGMP-PKG signaling pathway, and cAMP signaling pathway. *Itgav*, *Itga8*, and *Npnt* participate in the ECM-receptor interaction. *Itgav*, and *Itga8* are related to the PI3K/Akt signaling pathway. The blue ellipse indicates lncRNA ENSMUST00000155383; the green ellipses represent downregulated genes induced by Ang II but reversed by MK-626; the yellow ellipses represent the related signaling pathways.

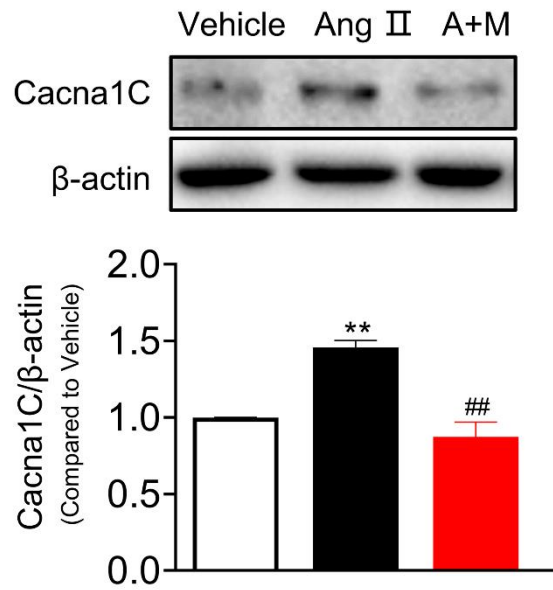

**Supplementary Figure 4.** The Cacna1c expressions in mouse aortic smooth muscle cells. Protein expression of Cacna1c was upregulated in mouse aortic smooth muscle cells from hypertensive mice, which was inhibited by MK-626. \*\* $P < 0.01$  vs. Vehicle; ## $P < 0.01$  vs. Ang II. Data are expressed as mean  $\pm$  SEM.  $n=3$ . A+M, Ang II+MK-626.

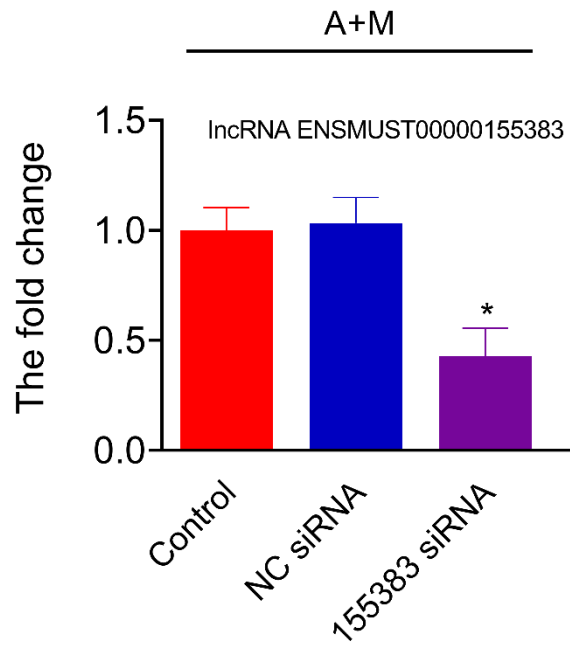

**Supplementary Figure 5.** The identification of siRNA knockdown efficiency. Using siRNA delivery, we achieve >60% reduction in the lncRNA ENSMUST00000155383 level in aortic ECs from hypertensive mice after MK-626 treatment. n= 4~5. A+M, Ang II+MK-626.

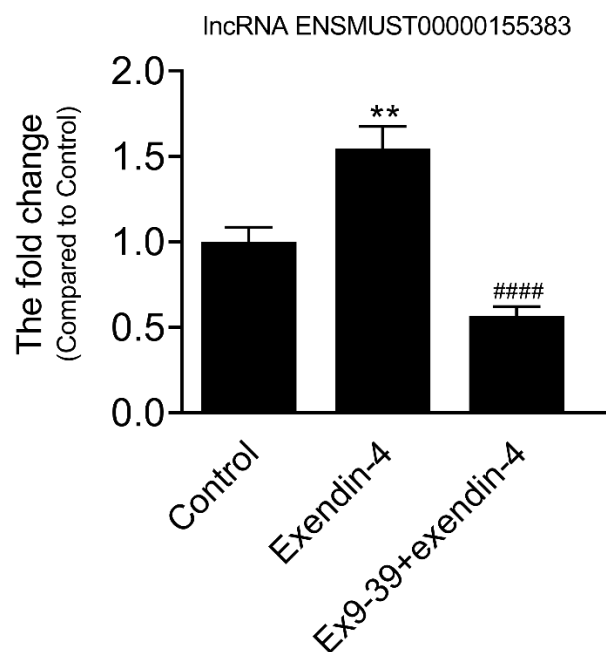

**Supplementary Figure 6.** Effects of exendin-4 with or without exendin 9-39 on the level of lncRNA ENSMUST00000155383 in the aortic ECs from C57BL/6J mice. \*\* $P < 0.01$  vs. Control; #### $P < 0.0001$  vs. Exendin-4. Ex9-39, exendin 9-39. Data are expressed as mean  $\pm$  SEM.  $n=7$

**Supplementary Table 1. The primer sequences of lncRNAs in the present study.**

| Gene name          | Forward primers (5'-3')    | Reverse primers (5'-3')   |
|--------------------|----------------------------|---------------------------|
| NR028422           | AATGGTAGAGAGGCACCTGACTG    | CAGATTCAAGTTCTCTTCAAGGGTG |
| NR046023           | TTAGTGCTGGAGATTAGTCCACTGC  | GTAGTTGTGGCTGTGGATGTTCC   |
| NR045569           | CGTCAGAGCCATCCAGAATAACA    | AGGAGTACTCTCTTTCTTCTGGGA  |
| ENSMUST00000116395 | GAAACTATTTGCCTTGTTACCCATG  | GTGGTATACCCACTGACGATCCTC  |
| ENSMUST00000161399 | GATGGTTCGGTGCATGAAGG       | TCAGAAGCCAAGCAAGTCCTC     |
| ENSMUST00000155185 | TCTCTGGACAATGAAGTCTGCC     | AGATATGCCCTGACTCTTGCAAA   |
| ENSMUST00000161255 | TCCATCAGTTAATGGGGAGTAGTAG  | TTCCTCGATAGACAGCAAAATCC   |
| uc007pgi.1         | GATGAATGTGACCTGGGGAAAAG    | CAACTGGCTGCTCATGGTGTAC    |
| uc009sfx.2         | GGTAACGGCTCGTGCTAACTG      | CCCGCAGGTGTACATTTATCTAG   |
| uc009mzl.1         | CCATCAAACCTGGATTACCTGT     | ATCATTTTCTGGGAAAGAGCTG    |
| AK030243           | AATTGGCAACTGATTGGATGTC     | TGTGAACACTAAGGTCCCCACTTT  |
| ENSMUST00000144849 | AAGCAACCAAGAGTCTGGAAACC    | ATCATCCCTGGCATCCTGAAC     |
| ENSMUST00000147654 | TCATTCACCTTCCTCCTCTACATGCT | TTGCCTAATCCTCTGTAAAGATGCT |
| ENSMUST00000153752 | GGACCCACCCATACTAGGCA       | CTCGGAAAGTCTGGCGCTCT      |
| ENSMUST00000155383 | CTGCCTCAGTTTACCCACCAC      | GCACAGCAACACCAACTACAGA    |
| uc335+             | AACCACTGGGACCTGAGACC       | GGCCATGCATTACTGAACTTG     |
| uc247+             | ATAGCGGTATCGATTGATCCTG     | AAGCACTGGGCAATAAAACTCA    |

**Supplementary Table 2. The primer sequences of mRNAs in this study.**

| Gene name      | Forward primers (5'-3') | Reverse primers (5'-3')   |
|----------------|-------------------------|---------------------------|
| <i>Tnni3</i>   | TCTGCCAACTACCGAGCCTAT   | CTCTTCTGCCTCTCGTTCCAT     |
| <i>Chrm2</i>   | CGGACCACAAAAATGGCAGGCAT | CCATCACCACCAGGCATGTTGTTGT |
| <i>Mylk3</i>   | AGAAGAGCTGTAGGATGAGCT   | TTCCGTAGCCTGTTGACTG       |
| <i>Il-6</i>    | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC     |
| <i>Cacna1C</i> | TGATCCTGAAGCTCATTGCCT   | TGCTCCCAATGACGATGAGG      |
| <i>Itgav</i>   | AAGGCGCAGAATCAAGGGGA    | CCAGCCTTCATCGGGTTTCC      |
| <i>Itga8</i>   | ATCTCTTGTGCAGTGGGTCG    | TTCTTTCTCTTGAGGAACGTGT    |
| <i>Npnt</i>    | GAAGCCTCGGCCCTGTAAG     | AGCATGTATCCGTTGAGACAGTA   |
| <i>GAPDH</i>   | TTCCAGTATGACTCCACTCACG  | CCTCACCCCATTTGATGTTAGT    |

**Supplementary Table 3. The co-expression gene number of 13 DE-lncRNAs**

| Gene name          | Co-expression gene number |
|--------------------|---------------------------|
| ENSMUST00000155383 | 69                        |
| ENSMUST00000144849 | 60                        |
| AK030243           | 57                        |
| ENSMUST00000147654 | 54                        |
| NR_045569          | 52                        |
| ENSMUST00000161399 | 50                        |
| ENSMUST00000155185 | 41                        |
| ENSMUST00000161255 | 39                        |
| NR_046023          | 39                        |
| NR_028422          | 35                        |
| uc009mzl.1         | 39                        |
| ENSMUST00000116395 | 26                        |
| ENSMUST00000153752 | 10                        |

**Supplementary Table 4. The normalized microarray value of candidate mRNAs.**

| <b>Name</b>    | <b>Seqname</b> | <b>Chrom</b> | <b>V1</b> | <b>V2</b> | <b>V3</b> | <b>A1</b> | <b>A2</b> | <b>A3</b> | <b>A+M1</b> | <b>A+M2</b> | <b>A+M3</b> |
|----------------|----------------|--------------|-----------|-----------|-----------|-----------|-----------|-----------|-------------|-------------|-------------|
| <i>Itgav</i>   | NM_008402      | chr2         | 7.368589  | 7.219565  | 7.541989  | 5.626201  | 5.599203  | 5.864886  | 7.393943    | 7.20308     | 7.195142    |
| <i>Itga8</i>   | NM_001001309   | chr2         | 10.95263  | 10.84623  | 11.08958  | 8.735723  | 8.291734  | 9.111872  | 10.81214    | 10.62364    | 10.28179    |
| <i>Npnt</i>    | NM_033525      | chr3         | 8.628272  | 8.382823  | 8.868811  | 6.595824  | 6.385525  | 6.959857  | 8.753069    | 8.257404    | 8.056559    |
| <i>Cacna1c</i> | NM_009781      | chr6         | 4.470658  | 4.559325  | 4.496615  | 2.354583  | 2.327623  | 2.857156  | 4.154073    | 4.420234    | 4.010129    |
| <i>Tnni3</i>   | NM_009406      | chr7         | 7.552876  | 7.69621   | 7.672329  | 12.57489  | 12.5574   | 12.90284  | 6.345742    | 8.109036    | 9.22786     |
| <i>Mylk3</i>   | NM_175441      | chr8         | 5.323415  | 5.319858  | 5.520079  | 8.565525  | 8.808997  | 7.691926  | 4.063713    | 5.079677    | 5.628933    |
| <i>Chrm2</i>   | NM_203491      | chr6         | 2.529607  | 3.950833  | 3.409739  | 7.406296  | 7.079491  | 7.274245  | 2.330085    | 3.394942    | 3.704214    |
| <i>Il6</i>     | NM_031168      | chr5         | 4.770724  | 5.245423  | 5.069062  | 7.852998  | 6.155218  | 8.494091  | 4.827996    | 4.594006    | 4.581033    |

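Supplementary Table 4 lists, for 8 mRNAs, the normalized log2 signal on each of the 9 arrays. For each mRNA, exactly 1 probe of the deposited table held these values, with differences of at most 4e-06 over the 9 arrays, and the next nearest probe differed by at least 0.289. Through this match the probes of the 8 mRNAs were named. The accession that the table gives for each mRNA had the same symbol in the reference table of assembly GRCm38.p6, which was used for names only, for all 8. The values are on the log2 scale after quantile normalization by the authors, so a difference of 1 between arrays is a 2-fold difference in signal.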

V, Vehicle; A, Ang II; A+M, Ang II+MK-626.

How the deposited data were processed for this re-analysis (not part of the article)

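RNA of whole aortae was measured on 9 arrays, with 3 mice in each of the Vehicle, Ang II and Ang II + MK-626 groups. The authors extracted the intensity of each spot with Agilent Feature Extraction, normalized the arrays to a common distribution by quantiles in GeneSpring GX and deposited the log2 values of 60902 probes. For the Ang II + MK-626 arrays, the scanner files that the authors deposited, with the intensity and the background flags of each spot, were also read. The corresponding files of the other arrays were not analysed here. The scanner intensity was used to check the log2 values and to find the background boundary, and not as a second input to the tests. Replicates 1 and 2 of this group shared a scan and replicate 3 had another. The scans of the other arrays are not known here, so scan was not fitted as a block, and array batch and group may be confounded.

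After 68 control probes were left out, 60834 probes were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group and a common estimate of the spread over all 9 arrays. A probe was called changed at a fold change over 2 and an unadjusted p under 0.05. Adjusted p-values are by the Benjamini-Hochberg method over all probes. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Folds are powers of 2 of differences in mean log2 value. The background boundary was the log2 value, in bins of 0.1, from which at least 50% of the probes were well above background, 3.9 as the mean of 3 arrays, and 39514 probes had a mean at or above it. The depth of an array is its signal over background, and the number of arrays limits the precision.

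The calls were tested on simulated data for Ang II against Vehicle over 60834 probes. Of 200 probes changed by 2 on the log2 scale, 99.2% were recovered at the unadjusted threshold and 86.2% after adjustment, with 223.8 and 5.4 false calls on average over 5 simulations. Another 20 simulated data sets for each of 3 situations gave the counts that arise because the comparisons share arrays.

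The text names the mRNAs of the paper that could be matched to a probe, and at most 2 probes that rose and 2 that fell in each comparison, chosen by the largest change among probes with an adjusted p under 0.05 and no overlap between the groups. The alternatives were the adjusted p, a plain equal-variance test, one-way ANOVA, limma with a mean-variance trend, limma on each pair of groups alone, cyclic loess, a filter on dim probes, the replicate number as a block, array weights, and leaving out each array in turn. These choices were made before the data were examined, apart from leaving out arrays and removing the within-group spread in the distance between arrays, which were chosen after seeing the data. A further exploration of filters near the background boundary was also made and is not reported.

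The deposited table gives no gene names. The probe of lncRNA ENSMUST00000155383 was searched for through the values that the paper prints in Table 1 and was not found, so its co-expression with other transcripts is not reported. Tnnc1, Trdn, Ulk1 and the other lncRNAs were not matched to probes either. Tests of 14 lists of tissue markers were planned and were not run, since the files name too few of their members.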

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

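The tests of remaining Ang II change, of dim probes, of array batch and of other splits of the arrays were chosen or written down after the result was seen. The paper does not report a comparison of Ang II + MK-626 with Vehicle. In this comparison, 2452 probes (4.03%) differed, 1290 higher and 1162 lower with Ang II + MK-626, and over all probes the groups did not overlap at 34.1%, where chance gives 10%. After Benjamini-Hochberg adjustment in limma, 1794 passed, 851 higher and 943 lower, and without Vehicle replicate 3 or without Ang II + MK-626 replicate 3 more probes were lower than higher too (1100 against 1055 and 1202 against 1141), so the balance of directions is not settled. Simulated data in which Ang II + MK-626 had the Vehicle mean gave 212 on average and at most 244. Of the 10 splits of these arrays, 1 gave a count as large, the real one, and the next gave 410. With 3 arrays against 3 the share cannot fall below 0.1, so chance cannot be excluded by splits alone.

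The values argue against dim probes as the whole cause, since among probes above the background boundary 4.92% differed, more than the 4.03% over all probes. A return that stopped short is in line with the values. Of the 2452 probes, 1560 (63.6%) had been changed the same way by Ang II, where simulated data with a full return gave at most 88. The remaining 883 (36.0%) were not called changed by Ang II, and 9 had been changed the opposite way. A difference in array batch cannot be told apart from the group. Of 54 control probes that measure no mouse RNA only 8 lay above the background boundary, and 1 was apart in Ang II + MK-626, too few to decide. Of the 883 probes, 192 also differed from Ang II in the same direction with MK-626. Such probes could come from an effect of MK-626 of its own or from array batch, and no group received MK-626 alone to separate them.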

How the results depend on the processing

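The alternatives were planned, apart from those to the distance between arrays that leave out arrays or remove the spread within groups, which were chosen after seeing the data. The numbers of probes changed by Ang II, changed with MK-626 and reversed stayed within 1.5 times of their values under all 9 alternatives that kept all arrays. They ran from 4283 with dim probes left out to 5420 with array weights for Ang II, from 1876 after Benjamini-Hochberg adjustment to 3551 with array weights for MK-626, and from 1362 after adjustment to 1866 with array weights for the reversed probes. The number that differed between Ang II + MK-626 and Vehicle rose from 2452 to 3761 with array weights, and the cause was not tested. The estimation of these weights stopped before its tolerance was reached, with a weight of 129.5 for Ang II + MK-626 replicate 2 and 0.177 for replicate 3, so this alternative rests largely on single arrays. The other alternatives for this number lay between 1794 and 2468. Cyclic loess moved the median of single arrays by up to 0.105 on the log2 scale and left these counts within 1.5 times, but with it Ang II raised 3241 probes and lowered 1839, against 2913 and 2222, and the reversed probes split into 1150 raised and 567 lowered by Ang II, against 1043 and 700. Of the 60 top probes, between 27 (plain test) and 43 (dim probes left out) were reversed, against 40.

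With each array left out in turn, the counts lay between 4603 and 5585 for Ang II, 2423 and 3215 for MK-626, 1601 and 2120 for reversed probes, 2155 and 2993 for Ang II + MK-626 against Vehicle, and 35 and 44 for the top probes. The median recovery lay between 0.492 and 0.585. The mean distance between arrays was 0.049 larger to Ang II than to Vehicle, and ran from 0.0058 without Ang II replicate 1 to 0.087 without Ang II replicate 3. With the within-group spread removed, which was also chosen after seeing the data, the difference reversed to -0.035 (-0.057 to -0.0076 with each array left out), because the larger spread within Ang II adds to the distances from its arrays.

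Of the 16 comparisons of the 8 mRNAs that limma called, 8 had an adjusted p under 0.05 under the plain equal-variance test, 7 for Ang II against Vehicle and 1 for Ang II + MK-626 against Ang II, and between 14 and 16 with each array left out. Il6 lost its call most often. Its adjusted p for Ang II against Vehicle was 0.109 under the plain test and 0.0525 with limma on the pair alone, and over all settings it ran from 0.000803 without Ang II replicate 2 to 0.109. Without Vehicle replicate 1 it was 0.0608. No comparison of these mRNAs that was called changed its direction.

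The replicate numbers did not pair the samples. The deviations from the group means of arrays with the same number had correlations between -0.12 and 0.04, across probes. With the replicate number as a block, 5038 probes were changed by Ang II, 2477 with MK-626, 1700 were reversed, 2381 differed from Vehicle, and 39 of the top probes were reversed.

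Centring each array on its median or 75th percentile was void, since these differed by at most 0.0002 and 0.0021 between arrays. The co-expression of the lncRNA, 1 probe per gene, the marker lists and a fit to scanner signals were planned and not run, because probes were not named or scanner files of only 3 arrays were analysed. Signal over background limits dim probes such as those of Cacna1c and Chrm2, whose folds are lower bounds.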

Differences from the paper's values

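The probes of the 8 mRNAs were found by matching the values of Supplementary Table 4, so their group means are equal to the paper's by construction. The counts in Fig. 2 are given by the paper for lncRNAs and mRNAs apart, whereas the counts made here cover all 60834 probes without that division, so they are not the same measure and were not set side by side. The same holds for the most significantly changed lncRNAs and mRNAs in Supplementary Figure 1, which are shown for each class apart.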

Other observations

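The tests of specks, labels and batch at probes shared by Vehicle and Ang II replicate 1, of the order of Tnni3, of a return of most changed probes and of other splits of the arrays were chosen after the result was seen. The recovery with a left-out Ang II array was planned, and its use as a test of shared arrays was decided after its value was seen.

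The reversed probes were set against other splits of the arrays. Of 100 splits drawn from 840, 1 gave as many as 1743, the real one, and the next gave 426. For the 60 top probes, 1 of 100 gave as many as 40, and the next gave 12. These values argue against a random grouping of the arrays as the source of both counts. Splits cannot exclude array batch or a tissue difference that goes with the groups. For the counts of Ang II against Vehicle and of Ang II + MK-626 against Ang II, 1 of 10 splits, the real one, was as large, and 10 splits alone are too few to exclude chance. The next splits gave 221 and 377 probes against the 5135 and 2524 observed, and simulated data in which no group differed gave 210.7 and 210.85 on average. The shared Ang II arrays do not account for the reversal, since the median recovery was 0.506 when measured with an Ang II array that had not been used to choose the probes. Over all 5135 changed probes, 90.4% had a recovery above 0. Simulated data with Ang II + MK-626 at the Ang II mean gave between 59.2% and 61.1%. Where no group differed, the share was 89.4% on average (85.8% to 92.9%), over 210.7 called probes on average. A share near the observed one thus also arises among false calls. These were far fewer than the 5135 changed probes, which argues against false calls alone as the source of the observed share. A return of most changed probes in part is compatible with these values, but the share alone does not show it. Whether all changed probes returned was left open. The 3392 changed probes that were not called reversed had a median recovery of 0.360, but the call itself depends on the change with MK-626, so this value cannot decide it.

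A set of 18 probes was high on the 3 Vehicle arrays and on Ang II replicate 1, between 5.43 and 8.60, and low on the other 5 arrays, between 2.32 and 4.22. The gap of 3 on the log2 scale that defines them was set after seeing the data, and another definition, at least 7 on the 4 arrays and at most 4 on the other 5, gave 6 probes. The values argue against independent bright specks, which at the rates of probes high on 1 array only would give 8.3e-10 such probes. A mislabelled Vehicle array is argued against as well, since at the probes most changed by Ang II, Ang II replicate 1 lay at 0.986 between Vehicle and the other Ang II arrays. A batch or a genetic difference shared by these 4 arrays may be the source and cannot be told apart. Over all probes, Ang II replicate 1 was not nearer to Vehicle (mean distance 0.816) than the other Ang II arrays (0.738 and 0.701), but a difference at few probes would not show there.

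A total of 309 probes were apart on 1 array only, and Ang II replicate 1 alone was high at 120 probes and low at 2. On the Ang II + MK-626 arrays, 103 probes were bright on 1 array only, and 35.9% of these had an outlier flag of the scanner, against 0.077% of other bright probes (two-sided Fisher's exact test over probes, p = 1.6e-82). Spot defects may therefore explain part of them, and no biological explanation was tested.

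Of the 200 probes most raised by Ang II, 54 (27.0%) varied over 2-fold among the Ang II + MK-626 arrays in the order of Tnni3, against 2.2% of probes of similar brightness and 8.5% in the opposite order. A tissue component that differs in amount between aortae could give this, and so could an unequal response of the mice to Ang II or MK-626, and these cannot be told apart with unnamed probes. The same 54 probes also varied among the Vehicle arrays, with a median SD of 0.637 against 0.133 for matched probes, which shows variation without either drug, and 41 of them (75.9%, against 25.9% of matched probes) were lowest on the same array, Vehicle replicate 3. This joint variation is in line with a tissue component, but does not exclude an unequal response among the treated mice. Tnni3 itself was level among the Vehicle arrays.

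Over the 9 arrays, 3439 probes had a Pearson correlation above 0.90 in size with Itga8. The 3 groups lie apart, so such a correlation may restate the difference between the groups. After the group means were subtracted, 8.69% of the 3439 probes were still above 0.90, against 1.69% of other probes, and few degrees of freedom remain in this test. The paper used the same threshold for co-expression with lncRNAs, which was not tested here.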
